# Transcriptomic and phylogenetic analysis of *Culex pipiens quinquefasciatus* for three detoxification gene families

**DOI:** 10.1186/1471-2164-13-609

**Published:** 2012-11-10

**Authors:** Liangzhen Yan, Pengcheng Yang, Feng Jiang, Na Cui, Enbo Ma, Chuanling Qiao, Feng Cui

**Keywords:** Carboxyl/cholinesterases, Cytochrome P450 monooxygenases, Glutathione S-transferases, Insecticide resistance, Gene expansion, Gene expression

## Abstract

**Background:**

The genomes of three major mosquito vectors of human diseases, *Anopheles gambiae*, *Aedes aegypti*, and *Culex pipiens quinquefasciatus*, have been previously sequenced. *C. p. quinquefasciatus* has the largest number of predicted protein-coding genes, which partially results from the expansion of three detoxification gene families: cytochrome P450 monooxygenases (P450), glutathione S-transferases (GST), and carboxyl/cholinesterases (CCE). However, unlike *An. gambiae* and *Ae. aegypti*, which have large amounts of gene expression data, *C. p. quinquefasciatus* has limited transcriptomic resources. Knowledge of complete gene expression information is very important for the exploration of the functions of genes involved in specific biological processes. In the present study, the three detoxification gene families of *C. p. quinquefasciatus* were analyzed for phylogenetic classification and compared with those of three other dipteran insects. Gene expression during various developmental stages and the differential expression responsible for parathion resistance were profiled using the digital gene expression (DGE) technique.

**Results:**

A total of 302 detoxification genes were found in *C. p. quinquefasciatus*, including 71 CCE, 196 P450, and 35 cytosolic GST genes. Compared with three other dipteran species, gene expansion in *Culex* mainly occurred in the CCE and P450 families, where the genes of α-esterases, juvenile hormone esterases, and CYP325 of the CYP4 subfamily showed the most pronounced expansion on the genome. For the five DGE libraries, 3.5-3.8 million raw tags were generated and mapped to 13314 reference genes. Among 302 detoxification genes, 225 (75%) were detected for expression in at least one DGE library. One fourth of the CCE and P450 genes were detected uniquely in one stage, indicating potential developmentally regulated expression. A total of 1511 genes showed different expression levels between a parathion-resistant and a susceptible strain. Fifteen detoxification genes, including 2 CCEs, 6 GSTs, and 7 P450s, were expressed at higher levels in the resistant strain.

**Conclusions:**

The results of the present study provide new insights into the functions and evolution of three detoxification gene families in mosquitoes and comprehensive transcriptomic resources for *C. p. quinquefasciatus*, which will facilitate the elucidation of molecular mechanisms underlying the different biological characteristics of the three major mosquito vectors.

## Background

Mosquitoes are the most important vectors of human diseases. The *Culex pipiens* complex has a broad geographic distribution and is the vector of the West Nile virus and the *Wuchereria bancrofti* nematode, which causes filariasis. Over the last several decades, chemical insecticides have been intensively applied to control disease transmission. However, such control is undermined seriously by the increased insecticide resistance of vector mosquitoes. Three gene families are implicated in insecticide metabolism in mosquitoes: cytochrome P450 monooxygenases (P450s) are responsible for pyrethroid resistance [1], glutathione S-transferases (GSTs) are responsible for DDT resistance [2], and carboxyl/cholinesterases (CCEs) are responsible for organophosphate and carbamate resistance [3]. Many insect species show rapid expansion and diversification of detoxification genes, as disclosed by their sequenced genomes. The expansion or restriction of detoxification genes likely helps insects adapt to their particular ecological niches and enable them to survive natural and man-made insecticide selection.

The genomes of three major taxonomic mosquitoes, including *Anopheles gambiae*, *Aedes aegypti*, and *Culex pipiens quinquefasciatus*, have been analyzed and released to the public [4-6]. Of the three, *Ae. aegypti* has the largest genome size (1376 Mb), while *C. p. quinquefasciatus* has the largest number of predicted protein-coding genes (18883), which is 22% larger than that of *Ae. aegypti* and 52% larger than that of *An. gambiae*. The extra number of protein-coding genes partially results from the expansion of its three detoxification gene families. However, unlike *An. gambiae* and *Ae. aegypti*, which have large amounts of gene expression data, such as various expressed sequence tag libraries and transcriptomes, *C. p. quinquefasciatus* has limited gene expression resources, with only several salivary gland transcriptomes currently reported [7,8]. Knowledge of complete gene expression information is very important for the exploration of the functions of genes involved in specific biological processes and for the discovery of new candidate genes.

In the present study, the three detoxification gene families of *C. p. quinquefasciatus* were subjected to phylogenetic analysis and compared with those of three other dipteran insects. The CCE and P450 families were found to undergo large gene expansion. Digital gene expression tag profiling (DGE) technology was used to perform a deep transcriptome analysis of *C. p. quinquefasciatus* during development and in response to organophosphate insecticide selection. The gene expression profiles obtained provide an invaluable resource for the identification of genes involved in the development and insecticide resistance of *C. p. quinquefasciatus*.

## Results and discussion

### *C. p. quinquefasciatus* detoxification gene families

When 1e^-10^ was used in the HMMER searches, 79, 203, and 17 candidate genes of CCEs, P450s, and GSTs were identified in the *C. p. quinquefasciatus* genome, respectively. After verified by community annotations, only 71 CCEs and 196 P450s were confirmed. The eight false positives for CCEs were lipases or conserved hypothetical proteins and the seven false positives for P450s were groucho protein, 25-hydroxyvitamin D-1 alpha hydroxylase, or conserved hypothetical proteins. When the search stringency was lessened to 2e^-2^, 35 cytosolic GSTs were identified and supported by community annotations. Thus, a total of 302 detoxification genes were found in *C. p. quinquefasciatus*, including 71 CCE, 196 P450, and 35 GST genes, representing the widest gene expansion among the dipteran insect genomes sequenced thus far (Table 1). Gene expansion was mainly observed in the CCE and P450 families compared with three other dipteran species.

**Table 1:** **Classification of detoxification gene families in *Drosophila melanogaster*, *Anopheles gambiae*, *Aedes aegypti*, and *Culex pipiens quinquefasciatus***

	***D. melanogaster***	***A. gambiae***	***A. aegypti***	***C. p. quinquefasciatus***
CCE				
Dietary/detoxification^*^				
B class (α-esterases)	13	16	22	30 (18)
Hormone/semiochemical processing				
D class (integument esterases)	3	0	0	1 (0)
E class (β-esterases)	2	4	2	3 (3)
F class (dipteran JH esterases)	3	6	7	13 (5)
G class (lepidopteran JH esterases)	0	4	6	9 (6)
Neuro/developmental				
H class (glutactins)	5	10	7	6 (5)
I class (unknown)	1	1	1	1 (1)
J class (acetylcholinesterases)	1	2	2	2 (2)
K class (gliotactins)	1	1	1	1 (1)
L class (neuroligins)	4	5	5	3 (3)
M class (neurotactins)	2	2	2	2 (2)
Total	35	51	55	71 (46)
P450				
CYP2	6	10	11	14 (12)
CYP3 (include CYP6 and CYP9)	36	42	84	88 (72)
CYP4	32	45	59	83 (58)
Mitochondrial	11	9	10	11 (8)
Total	85	106	164	196 (150)
GST				
Delta	11	12	8	14 (13)
Epsilon	14	8	8	10 (6)
Omega	5	1	1	1 (1)
Sigma	1	1	1	1 (1)
Theta	4	2	4	6 (6)
Zeta	2	1	1	0 (0)
Others	0	3	3	3 (2)
Total	37	28	26	35 (29)

*The dietary/detoxification functional group follows the new system proposed by Oakeshott et al. (2010).

Data of *D. melanogaster*, *An. gambiae*, and *Ae. aegypti* are taken from Oakeshott et al. (2010).

The number of *C. p. quinquefasciatus* genes in brackets is from the DGE libraries.

CCE, carboxyl/cholinesterases; P450, cytochrome P450 monooxygenases; GST, glutathione S-transferases.

Seventy-one CCE sequences were detected in the *C. p. quinquefasciatus* genome, which was approximately 39% and 29% gene-expanded compared with *An. gambiae* and *Ae. aegypti*, respectively, and 2-fold the number of CCEs found in *D. melanogaster* (Table 1, Additional file 1). The new functional assignment proposed by Oakeshott et al. [9] was used to designate the clades in the CCE phylogeny (Figure 1). A total of 11 clades, representing dietary/detoxification, hormone/semiochemical processing, and neuro/developmental functions, were obtained. The numbers of *C. p. quinquefasciatus* CCEs in the three functional classes were 30, 26, and 15, respectively (Table 1).

**Figure 1:**
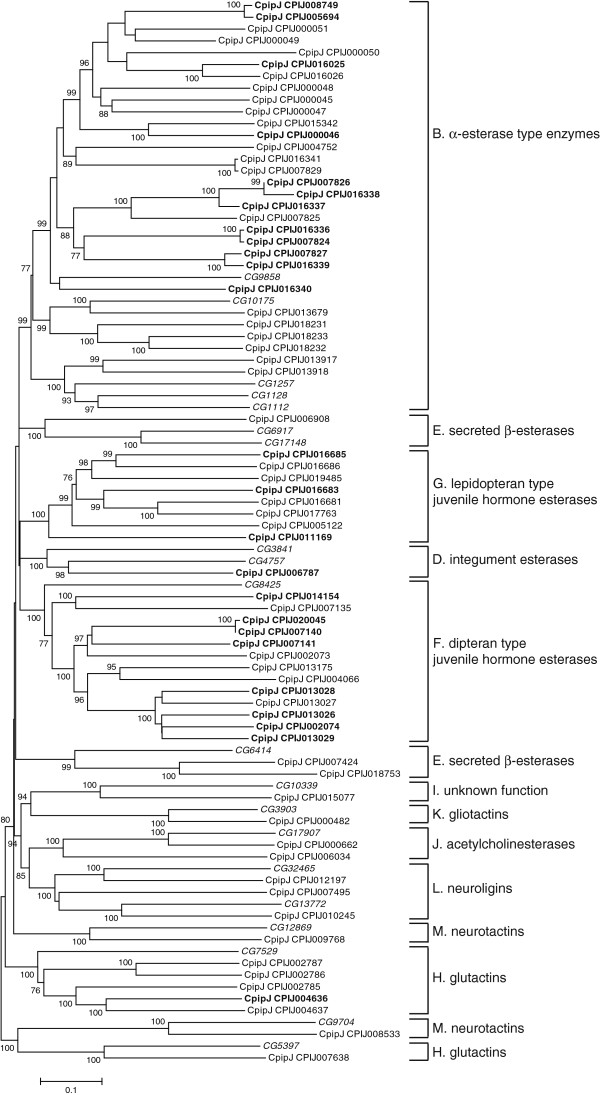
**Unrooted distance neighbor-joining tree showing the phylogeny of carboxyl/cholinesterases (CCEs) from the genome of *Culex pipiens quinquefasciatus *in relation to CCEs from *Drosophila melanogaster *(in italics).** CCEs of *C. p. quinquefasciatus* undetected in DGE libraries are shown in bold. The percentage of bootstrap confidence values greater than 70% (1000 replicates) is shown at the nodes. The functional assignment of clades follows the new system proposed by Oakeshott et al. [9].

The number of CCEs in the neuro/developmental class was relatively conserved among the four dipteran insects. Similar conservation occurs in hymenopteran (*Nasonia vitripennis*, *A. mellifera*) and coleopteran (*Tribolium castaneum*) genomes [9], which reflects the relatively ancient origins of this class, where all members are catalytically inactive except for the acetylcholinesterases.

CCEs in dietary/detoxification and hormone/semiochemical processing classes expanded on the *C. p. quinquefasciatus* genome compared with the three other dipteran insects. Expansion mainly occurred in α-esterases (30 genes in clade B) and juvenile hormone esterases (22 genes in clades F and G). For α-esterases *Culex* showed rapid radiation in two clusters, which contained six and seven members, respectively, and *Aedes* displayed an obvious expansion in one cluster with five α-esterases (Figure 2). The α-esterases are thought to be involved in the development of metabolic resistance to insecticides; some examples include αE7 of *Lucilia cuprina*[10] and esterase A (CpipJ_CPIJ013918) and esterase B (CpipJ_CPIJ013917) of *C. p. quinquefasciatus*[3]. Unlike the rapid radiation of other α-esterases, the esterase A and esterase B were well conserved: secure 1:1:1 orthologs were found across *Culex*, *Anopheles* and *Aedes* (Figure 2). Twenty-eight other α-esterases of the species are probably involved in the metabolism of endotoxins or naturally occurring dietary constituents. The α- and β-based nomenclatures are applied extensively to esterase isozymes in *Drosophila* according to their preferential hydrolysis of isomeric artificial substracts, α- and β-naphthyl acetate, respectively [11]. The nomenclatures in themselves represent no broad biological distinctions. In the culicines, two esterase genes involved in organophosphate resistance are commonly designated esterase A and esterase B based on their ability to use preferentially α- or β-naphthyl acetate in the presence of equal quantities of both substrates [3,12].

**Figure 2:**
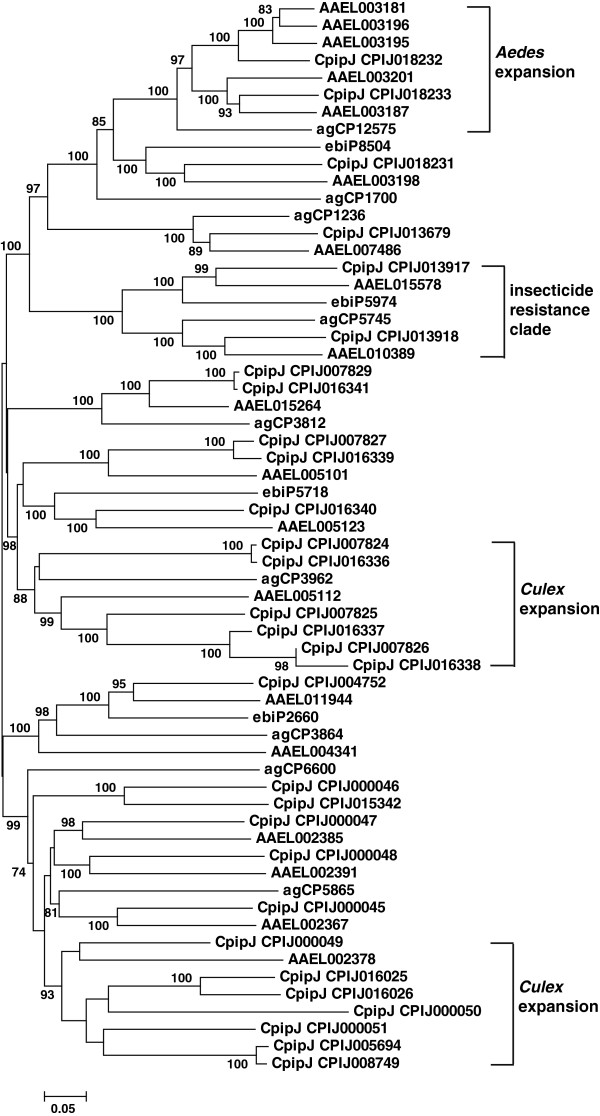
**Unrooted distance neighbor-joining tree showing the phylogeny of α-esterases from the genome of *Culex pipiens quinquefasciatus *in relation to those from *Aedes aegypti *(initiated with ‘AAEL’) and *Anopheles gambiae *(initiated with ‘agCP’ or ‘ebiP’).** The percentage of bootstrap confidence values greater than 70% (1000 replicates) is shown at the nodes.

The large expansion of juvenile hormone esterases (JHEs) on the *C. p. quinquefasciatus* genome is interesting: 22 compared with 3 to 13 in three other dipteran genomes and 2 in the hymenopteran and coleopteran genomes [9]. When compared among the three mosquito species, the expansion in the *Culex* happened in three clusters, which included five, three, and four JHEs, respectively, and two JHEs were specific for the *Culex* (Figure 3). Among 22 JHEs, 10 have typical GQSAG nucleophilic elbow motifs around the catalytic site and 6 have varied motifs, such as GH (W/N/Y) SAG. Empirical functional data are required to determine the identity of juvenile hormone esterases.

**Figure 3:**
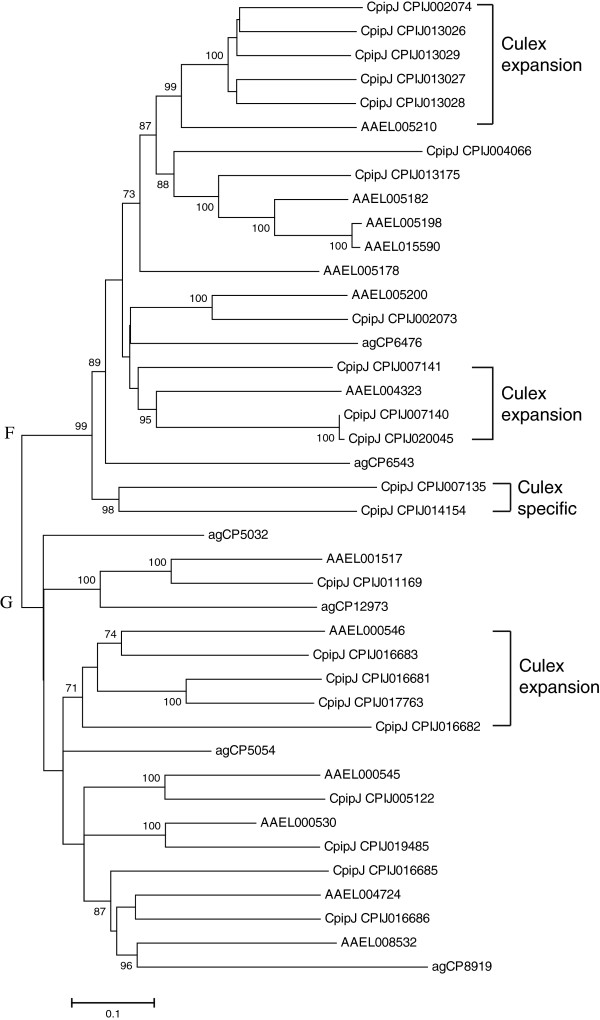
**Unrooted distance neighbor-joining tree showing the phylogeny of juvenile hormone esterases from the genome of *Culex pipiens quinquefasciatus *in relation to those from *Aedes aegypti *(initiated with ‘AAEL’) and *Anopheles gambiae *(initiated with ‘agCP’).** The percentage of bootstrap confidence values greater than 70% (1000 replicates) is shown at the nodes.

The secreted β-esterases (clade E) are comparatively conserved among the three mosquito species: from 2 to 4 β-esterase genes were found in mosquito genomes, largely different from the expansion (11 β-esterase genes) found in *N. vitripennis* genome [9]. Some members of the β-esterases have well-described functions in other insects, such as E4 and FE4 esterases, which confer OP insecticide resistance in *Myzus persicae*[13], and the antennal Apo1PDE esterase of the silkworm *Antheraea polyphemus*, which degrades sex pheromones [14]. The functions of the β-esterases in *Culex* need to be further investigated.

Compared with the P450 genes of *D. melanogaster* and *An. gambiae*, those of *C. p. quinquefasciatus* expanded by 130% and 85%, respectively, and were slightly more than the number of those in *Ae. aegypti* (Table 1). Expansion was most pronounced in the CYP4 clade, where, among 83 CYP4 genes, 46 belonged to CYP325 (Figure 4). Some CYP325s were conserved among the three mosquito species, such as CYP325E, CYP325K, and CYP325G; some only expanded in the *Culex* and *Aedes* genomes, such as CYP325X, CYP325Y; even *Aedes* and *Anopheles* had their specific CYP325s (Figure 5). However, *Culex* is not evolved species-specific large CYP325 gene expansion. The physiological function of the CYP325 clade in insects remains unclear, except that a *CYP325A3* gene was found to be overexpressed in a permethrin-resistant strain of *An. gambiae*[15]. But this gene does not have clear orthologs in *Culex* or *Aedes* (Figure 5), indicating that the resistance mechanism of *CYP325A3* overexpression may be limited to *Anopheles*. Other large clades of CYP4 genes included CYP4H, CYP4D, CYP4J, and CYP4C (Figure 4), members of which are involved in DDT and pyrethroid insecticide resistance in mosquitoes [15,16]. The P450 genes were also expanded in *Ae. aegypti* compared to *An. gambiae*, but this expansion was most prominent in the CYP9 of CYP3 family: 37 CYP9 genes in *Ae. aegypti* contrasting to just 9 in *An. gambiae*[15].

**Figure 4:**
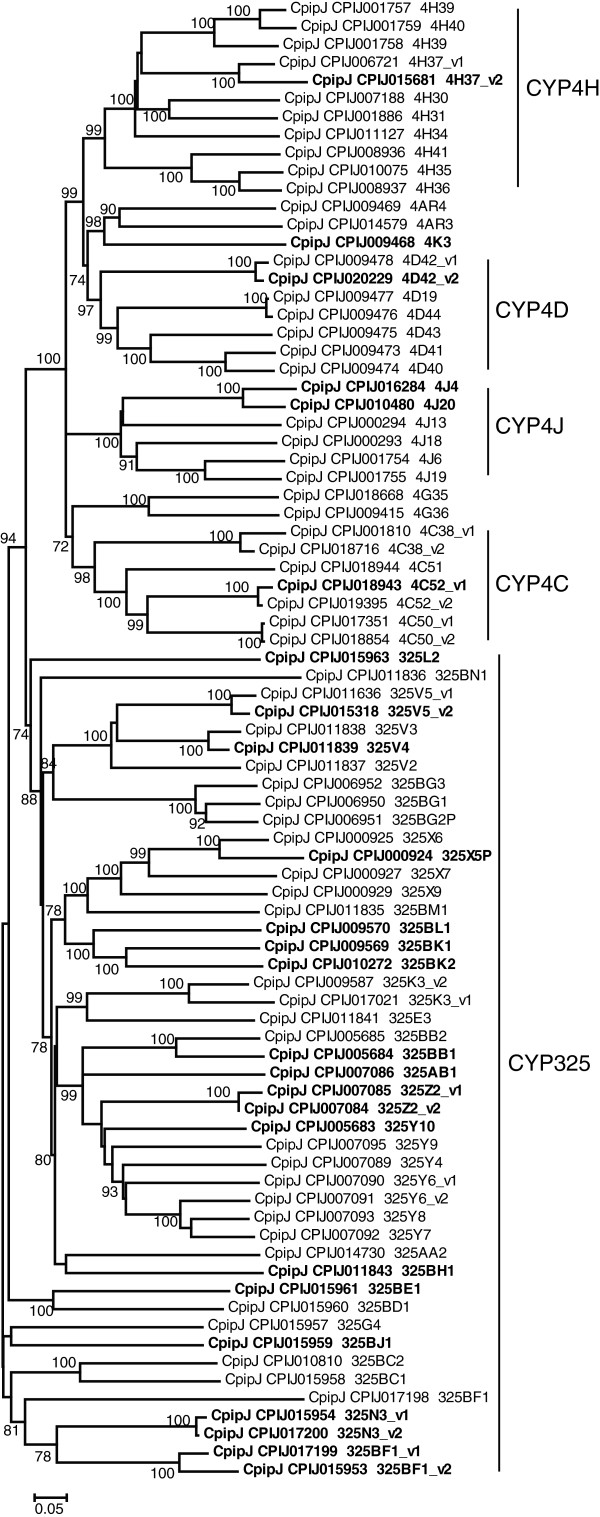
**Unrooted distance neighbor-joining tree of P450 CYP4 genes from the genome of *Culex pipiens quinquefasciatus*.** Greater than 70% support in 1000 bootstrap replications is indicated at the corresponding nodes. Genes undetected in DGE libraries are shown in bold. P450s were named by the P450 nomenclature committee ( http://drnelson.uthsc.edu/CytochromeP450.html). Genes with v1 and v2 designation are very recent duplications and have not yet been assigned individual gene names.

**Figure 5:**
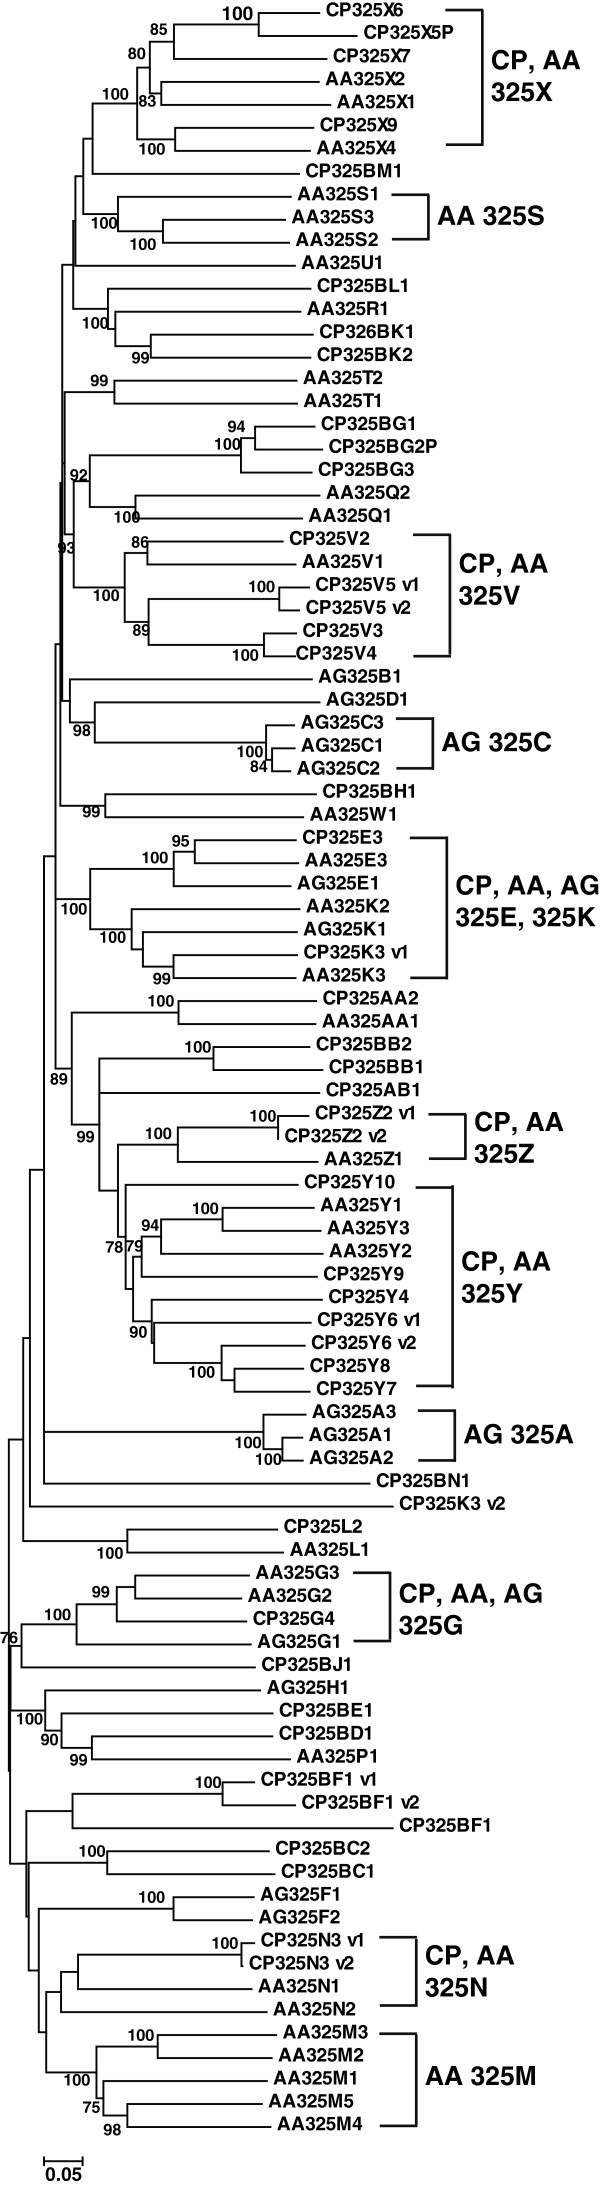
**Unrooted distance neighbor-joining tree showing the phylogeny of P450 CYP325 genes from the genome of *Culex pipiens quinquefasciatus *(initiated with ‘CP’) in relation to those from *Aedes aegypti *(initiated with ‘AA’) and *Anopheles gambiae *(initiated with ‘AG’).** The percentage of bootstrap confidence values greater than 70% (1000 replicates) is shown at the nodes.

While the total number of CYP3 members (including CYP6 and CYP9) in *C. p. quinquefasciatus* was similar to that in *Ae. aegypti*, *C. p. quinquefasciatus* had more CYP6 members and few CYP9 members than *Ae. aegypti*[17]. Sixty-three CYP6 genes of *C. p. quinquefasciatus* were mainly distributed in the CYP6BY, CYP6N, CYP6M, CYP6AG, and CYP6Z groups (Figure 6A), and 25 CYP9 genes were mainly distributed in the CYP9J and CYP9M groups (Figure 6B). Members of CYP6 have been implicated in resistance to a broad range of insecticides (e.g., OPs, pyrethroids, DDT, and neonicotinoids) in many insects [15,18-20], while less evidence implicates CYP9s in the detoxification of insecticides. In 11 mitochondrial P450s, 7 genes belonged to CYP12F (Figure 6C). Members of the CYP12 clade are involved in DDT resistance in *An. gambiae*[15] and *D. melanogaster*[21]. Several large clusters of P450 genes were found in the *C. p. quinquefasciatus* genome, such as a cluster of 13 CYP9 genes on supercontig 278 and a cluster of 12 CYP6 genes on supercontig 869 (Additional file 2).

**Figure 6:**
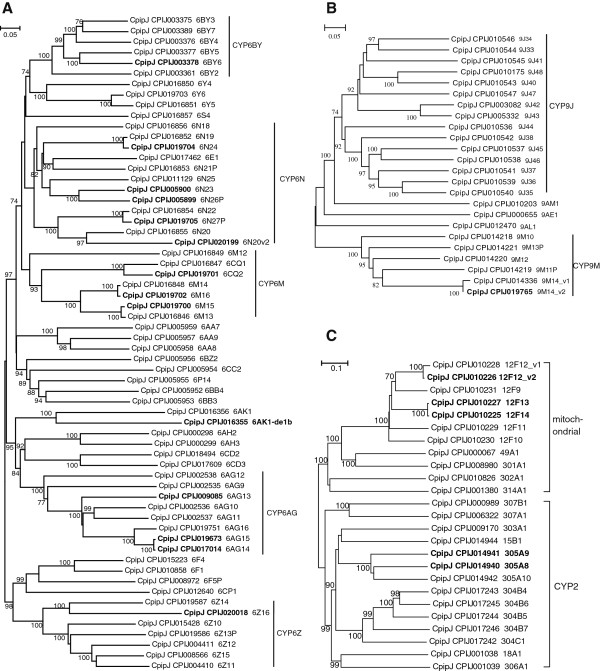
**Unrooted distance neighbor-joining tree of the P450 CYP6 (A), CYP9 (B), CYP2, and mitochondrial P450 genes (C) from the genome of *Culex pipiens quinquefasciatus*.** The presentation format is same as Figure 4.

*C. p. quinquefasciatus* had 35 cytosolic GST genes belonging to the Delta, Epsilon, Omega, Sigma, and Theta clades (Table 1). The majority of the GSTs were represented by the Delta and Epsilon clades, which are insect-specific clades and contain the majority of the GSTs associated with detoxification in insecticides [22]. Many members of the Delta and Epsilon clades expanded locally in the *C. p. quinquefasciatus* genome, such as 12 Delta GSTs in supercontig 36 and 10 Epsilon GSTs in supercontig 1224 (Additional file 3). Delta 1, 6, and 7, and Epsilon 2, 4, and 8 showed 1:1:1 orthologies across the three mosquito genomes while Delta 11 and Epsilon 3 clades expanded on the *Culex* genome (Figure 7). Furthermore, *Culex* had specific Delta and Epsilon clades, which did not have clear orthologs in other two mosquito species (Figure 7). Unlike hymenopteran insects, where the Sigma class of GSTs expands and is thought to play an important role in protection against oxidative stress [9], only one Sigma GST gene was located in the genomes of dipteran insects. The Omega, Theta, and Zeta classes of GSTs are ubiquitously distributed in nature, but no Zeta GST has been identified in *C. p. quinquefasciatus*.

**Figure 7:**
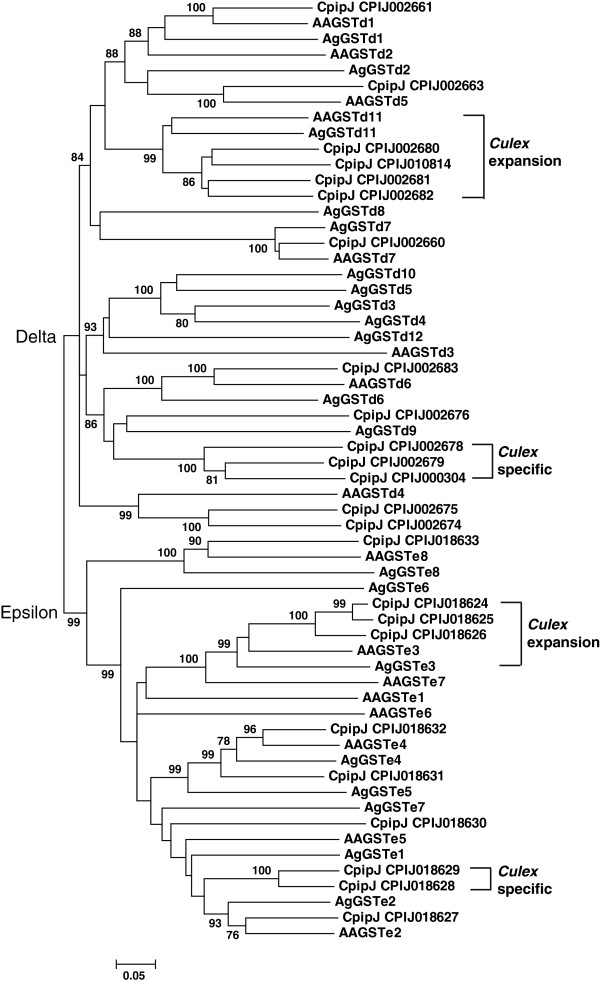
**Unrooted distance neighbor-joining tree showing the phylogeny of delta and epsilon glutathione S-transferases from the genome of *Culex pipiens quinquefasciatus *in relation to those from *Aedes aegypti *(initiated with ‘AA’) and *Anopheles gambiae *(initiated with ‘Ag’).** The percentage of bootstrap confidence values greater than 70% (1000 replicates) is shown at the nodes.

Why does *C. p. quinquefasciatus* have such an abundance of detoxification genes compared to other insect species? Several biological characteristics of mosquitoes may provide clues. The aquatic breeding sites of larvae and pupae contain numerous microorganisms, phenolic products of plant degradation, and pesticides. Adults feed on plant nectars and mammalian blood, which contain some harmful substances, such as heme and plant toxins. As viral pathogen vectors, mosquitoes have to deal with the generation of toxic endogenous compounds and reactive oxygen species during the immune response. But these cannot account for the gene expansion in *C. p. quinquefasciatus* compared to *Anopheles* and *Aedes* species. Perhaps its more polluted larval habitat and more diverse geographic range have exerted a greater selective pressure on *C. p. quinquefasciatus* so as to produce a larger repertoire of detoxification enzymes.

### DGE library sequencing and mapping to genome

Using the DGE technique, which measures absolute, rather than relative, gene expression levels, the transcriptome was analyzed during the development of *C. p. quinquefasciatus*. For the five DGE libraries, 3.5 million to 3.8 million raw tags were generated (Table 2). 

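The 5 DGE libraries came from eggs, larvae, pupae and adults of SG, the parathion-resistant strain, and from larvae of S-lab, the susceptible strain. RNA was pooled from 50 egg rafts, from 40 larvae of instar 3, from 40 pupae and from 20 female and 20 male adults of SG, and from 40 larvae of instar 3 of S-lab. There was 1 library per condition and no replicate, so the intervals given with the values are 95% intervals that cover counting error only. A tag of 21 bases starts with CATG, the site cut by NlaIII, followed by the next 17 bases of the transcript. The authors removed low-quality and malformed tags, mapped the clean tags with at most 1 mismatch and gave each tag's copies as a count and as TPM, its copies scaled to the clean tags of its library. The ratio of copies to TPM gave 3759150 clean tags in SG eggs, 3787346 in SG larvae, 3521826 in SG pupae, 3734683 in SG adults and 3724228 in S-lab larvae, as in Table 2. The processed tables list the tags that Table 2 counts as mapping to the genome, and tags that Table 2 counts as mapping to genes are not used here. The listed tags held 1840175 copies in SG eggs, 1908742 in SG larvae, 1585319 in SG pupae, 1702046 in SG adults and 1924266 in S-lab larvae, which is between 45.0 and 51.7% of the clean tags. At these depths a tag with 0 copies has an upper limit of 3 counts, which is 0.798 TPM in SG eggs, 0.792 in SG larvae, 0.852 in SG pupae, 0.803 in SG adults and 0.806 in S-lab larvae. Positions are those of the supercontigs in the tables, which do not state whether they count from 0 or from 1. Copies were analysed per tag, and per detoxification gene through the tags next to its annotated 3′ end.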

The ratio of low quality reads was lower than 0.1% in all libraries except in that of the adult SG (Additional file 4). 

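Among tags mapped to the genome, SG eggs had the most distinct tags and SG adults the fewest. There were 48679 distinct tags in SG eggs, 47035 in S-lab larvae, 40063 in SG pupae, 36533 in SG larvae and 35062 in SG adults. Together the 5 libraries held 123393 distinct tags on 2730 supercontigs. All 5 libraries shared 7765 of them, while 84869 (68.8%) occurred in 1 library only. Tags that matched the genome exactly made up 52.7% of the distinct tags of SG eggs, 55.8% in SG larvae, 53.5% in SG pupae, 50.7% in SG adults and 58.3% in S-lab larvae. The same exact matches held 87.9% of the copies in SG eggs, 92.1% in SG larvae, 87.0% in SG pupae, 87.0% in SG adults and 89.2% in S-lab larvae. Tags seen as a single copy were part of the tables and made up between 47.8% of the distinct tags in SG larvae and 57.1% in S-lab larvae.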

The number of distinct clean tags ranged from 113095 to 156922 (Table 2). The distribution of the total tags and distinct tags over different tag abundance showed similar patterns among the five libraries, indicating the normality of the DGE data (Figure 8). Highly expressed tags with copy numbers larger than 100 dominated in the distribution of the total clean tags, while tags with low expression and copy numbers smaller than 5 occupied the majority of the distinct clean tags (Figure 8). 

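In all 5 libraries a small set of abundant tags held most of the listed copies. Tags with over 100 copies held 83.6% of the copies in SG eggs, 87.8% in SG larvae, 83.9% in SG pupae, 87.6% in SG adults and 86.6% in S-lab larvae. These abundant tags numbered 2078 in SG eggs, 1489 in SG pupae, 1377 in S-lab larvae, 1153 in SG larvae and 1047 in SG adults. Tags with 1 to 5 copies made up from 74.7% of the distinct tags in SG pupae (exact 95% CI 74.3 to 75.2) to 79.6% in S-lab larvae (79.2 to 80.0). The most abundant tag of each library was CATGATCTGAGTTCAAACCGG on the minus strand of supercontig 816, at 53430 TPM in SG eggs and 118395 TPM in SG larvae. Together with the tags CATGTAAGAATTCAAAGGTCG, CATGTTTTTGATAAACAGGTG and CATGTCTTTTTGAATTAAATT it lay on supercontigs 816 and 1381. Tags with a position on these supercontigs held 34.9% of the copies in SG eggs, 61.4% in SG larvae, 36.8% in SG pupae, 54.7% in SG adults and 52.5% in S-lab larvae. The tables pair no tag with a gene, so these tags carry no gene name here.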

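On linear TPM, SG eggs and SG larvae had the most similar tag levels among the SG stages, followed by SG pupae and SG adults, while SG eggs and SG adults differed most. Pearson's r of the TPM, across all tags seen in either library, was 0.978 for eggs and larvae, 0.976 for pupae and adults, 0.894 for larvae and pupae, 0.884 for larvae and adults, 0.863 for eggs and pupae and 0.843 for eggs and adults. For the larvae of SG and S-lab, r was 0.985. These 7 correlations are across tags within libraries, and tags are not independent replicates. Of the tags seen in either larval library, 14983 of 68585 (21.8%) were in both, and among SG stages this share ran from 22.8% for eggs and adults to 31.6% for pupae and adults. The values and their order rested on few tags. Without the 10 most abundant tags, r was 0.52 for SG pupae and adults, the most similar stages then, 0.46 for SG larvae and pupae, 0.46 for SG eggs and larvae, 0.52 for the larvae of the strains and 0.27 for SG eggs and adults. On log10 TPM, with 0.01 TPM for tags not seen, r turned to −0.0383 for the larvae of the strains and to −0.0136 for SG eggs and adults, and SG pupae and adults were again the most similar stages (0.155).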

Pearson correlations between development stages ranged from 0.76 to 0.95, indicating uneven transcriptome divergence during mosquito development or the existence of lowly expressed genes not detected, while the Pearson correlation between the two third instar larva libraries of the SG and S-lab strains was relatively high (0.98), reflecting the reproducibility of DGE sequencing (Additional file 5). Among 20306 reference genes in VectorBase, a total of 13314 (65.6%) reference genes were mapped by unambiguous tags combining the five DGE libraries. Sequencing saturation analysis showed that the increase in the identified gene number nearly stopped when the number of reads reached 3 million (Additional file 6).

**Table 2:** DGE sequencing statistics

	**SG**								**S-lab**	
	**Egg**		**3rd Larva**		**Pupa**		**Adult**		**3rd Larva**	
	**N**	**%**	**N**	**%**	**N**	**%**	**N**	**%**	**N**	**%**
Total raw tag	3762501		3790500		3524500		3769500		3727501	
Total clean tag	3759150		3787346		3521826		3734683		3724228	
Distinct clean tag	156922		118011		132376		113095		143277	
Distinct tag mapping to gene	59206	37.7	42706	36.2	45666	34.5	41254	36.5	51264	35.8
Distinct unambiguous tag mapping to gene	48378	30.8	34772	29.5	37693	28.5	34449	30.5	39475	27.6
Unambiguous tag-mapped genes	10917	53.8	9808	48.3	10252	50.5	9759	48.1	10976	54.1
Distinct tag mapping to genome	48679	31.0	36533	31.0	40063	30.3	35062	31.0	47035	32.8
Total unknown tag	424236	11.3	397001	10.5	442991	12.6	415816	11.1	355720	9.6
Distinct unknown tag	49037	31.2	38772	32.9	46647	35.2	36779	32.5	44978	31.4

For each number (N) of tags or tag-mapped genes, the associated percentage (%) regarding the distinct clean tags (156922), the reference genes (20306), or total clean tags (3759150) is indicated.

**Figure 8:**
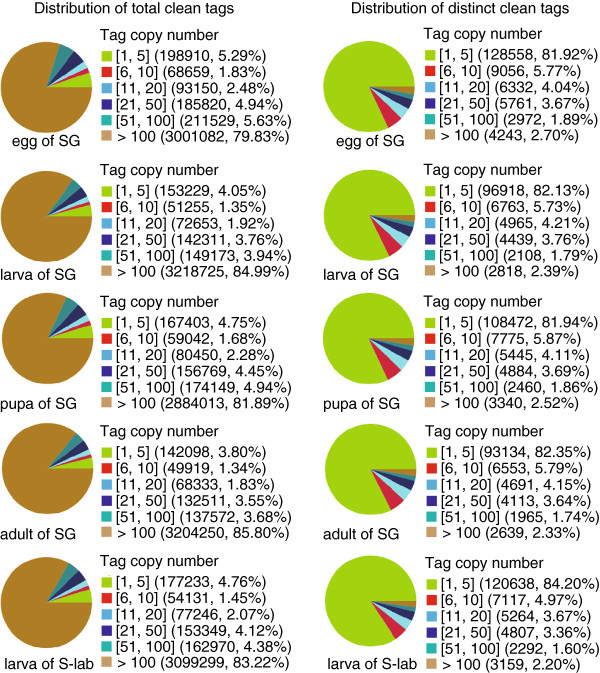
**Distribution of total clean tags and distinct clean tags over different tag abundance in each DGE library.** Numbers in square brackets indicate the range of copy numbers for a specific category of tags. Numbers in parentheses show the total number of tags in that category.

### GO and KEGG pathway classification of the genes expressed in *C. p. quinquefasciatus*

GO and KEGG pathway assignments were performed on the expressed genes to classify their functions and dissect the molecular events behind the expressed genes from the five DGE libraries. Of the 13314 genes, 2391 genes could be categorized into 48 GO function groups, among which binding, catalytic activity, metabolic process, cellular process, and cell part or cell were predominant categories. In contrast, few genes were classified into groups for antioxidant activity, rhythmic process, pigmentation, cell wall organization, and carbon utilization (Figure 9). A total of 1629 genes were mapped to 125 KEGG pathways. The most-represented pathways were metabolism (578 genes), microbial metabolism in diverse environments (101 genes), RNA transport (100 genes), spliceosome (95 genes), and protein processing in endoplasmic reticulum (95 genes).

**Figure 9:**
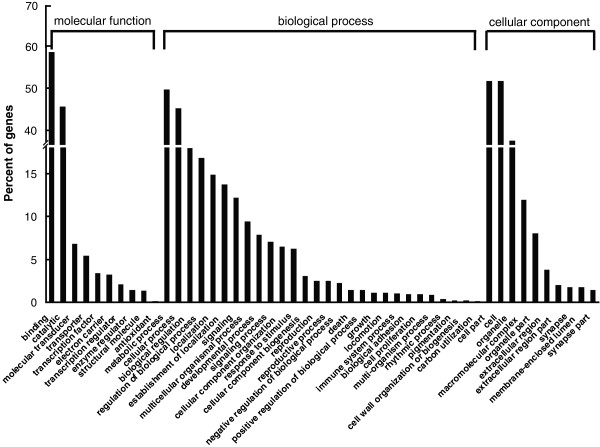
**Gene ontology classification of the genes expressed in *Culex pipiens quinquefasciatus.***

### Life-stage specific detected genes

Comparing the four DGE libraries of the SG strain, 2666 genes were detected in only one library, and their functions and involvement largely diverged (Additional file 7). Among 302 detoxification genes, 225 (75%) were detected for expression in at least one DGE library (Table 1). 

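Transcripts next to 78 of the 301 detoxification genes with a position were seen in at least 1 library (25.9%, exact 95% CI 21.1 to 31.3). They belonged to 24 CCEs, 46 P450s, the monooxygenases of detoxification and hormone metabolism, and 8 GSTs. In the SG libraries 71 genes had such a tag, 24 of them CCEs, 40 P450s and 7 GSTs. Past the 3′ ends the P450s gave most of the copies, with 152 TPM in SG eggs, 352 in SG larvae, 458 in SG pupae, 384 in SG adults and 280 in S-lab larvae. The CCEs summed to 11.7 TPM in SG eggs, 22.7 in SG larvae, 16.8 in SG pupae, 17.7 in SG adults and 31.4 in S-lab larvae. The GSTs, which conjugate glutathione to toxic compounds, summed to 2.39 TPM in SG eggs, 15.8 in SG larvae, 1.14 in SG pupae, 2.68 in SG adults and 11.0 in S-lab larvae. With the whole gene span counted, GSTs held 23600 of the copies and P450s 6316, and GSTs reached 729 TPM in SG pupae and 5353 in SG adults, most of it from a tag within the Sigma gene CpipJ_CPIJ006160. A tag was given to a gene when it lay on the gene's strand, had 1 position and started within 500 bases past the annotated 3′ end, with the positions of Additional files 1 to 3, or in the last 20 bases before that end. These 151 distinct tags held 6491 copies, and 64 of the 78 genes had an exactly matching tag. On the same strand within 500 bases upstream of the genes, 23 genes had a tag (7.64%), and on the opposite strand within 500 bases downstream 69 genes had one (22.9%). Tags that Table 2 counts as mapping to genes are not listed, so a gene without a tag here is not shown to be silent.

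**Figure D1:**
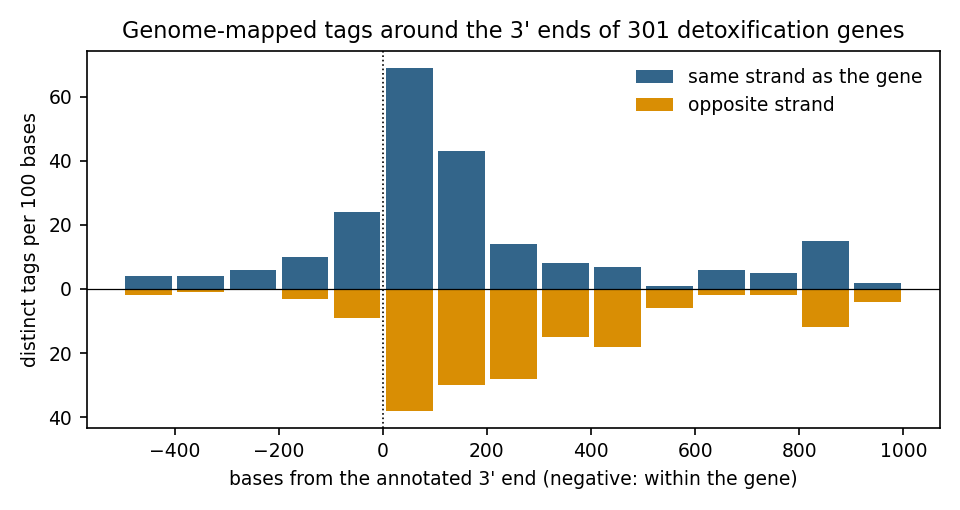
Distinct genome-mapped tags per 100 bases around the annotated 3′ ends of 301 detoxification genes, over the 5 libraries, with tags on the gene's strand drawn upward and tags on the opposite strand downward. The bar for the first 100 bases past the 3′ end is the highest on the strand of the gene, and 134 tags lay within 500 bases downstream on the opposite strand.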

About 25% of the genes that were not detected in any library were either not constitutively expressed in the life stages or were possibly untranscribed pseudogenes. 

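Tags past the 3′ end were found for 18 of the 88 genes with a position that have no TPM above the paper's value for absence in Additional files 1 to 3. These files give the SG stages and no values for S-lab, so the 88 genes can include genes that the paper detected in S-lab larvae. For 5 of these genes an SG library had over 3 copies. CYP325Y10 (CpipJ_CPIJ005683, supercontig 99) had 4.83 TPM in SG pupae (95% CI 2.81 to 7.73), 2.11 TPM in SG larvae and 0 copies in SG eggs and adults. The CCE CpipJ_CPIJ004636 of clade H (supercontig 70) had 2.90 TPM in SG larvae (1.45 to 5.20) and 9.40 TPM in S-lab larvae (6.55 to 13.1). CYP9M13P (CpipJ_CPIJ014221, supercontig 510) had 11 copies in SG larvae, 7 in SG pupae, 3 in SG adults and 27 in S-lab larvae. CYP4K3 (CpipJ_CPIJ009468, supercontig 247) had between 2 and 9 copies in each of the 5 libraries. CYP6AG13 (CpipJ_CPIJ009085, supercontig 228) had 5 copies in SG larvae and 1 in S-lab larvae. In S-lab larvae 9 of the 18 genes had over 3 copies, and 5 of them had at most 3 in each SG library, among them the CCEs CpipJ_CPIJ014154 of clade F with 13 copies and CpipJ_CPIJ016686 of clade G with 9.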

Among expressed detoxification genes, 30% of the CCE genes, 25% of the P450 genes, and 72% of the GST genes were expressed in all life stages, indicating that they play a general housekeeping or detoxification function; some detoxification genes were developmental-stage specific (Table 3). 

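Of the 71 genes with a tag past the 3′ end in SG, 15 had one in all 4 stages and 32 in a single stage. Those of all 4 stages were 12 P450s and 3 CCEs, and no GST. The P450s were CYP302A1, CYP306A1, CYP18A1, CYP4H30, CYP4J18, CYP4K3, CYP6P14, CYP6BZ2, CYP6AA7, CYP6AA8, CYP9J35 and CYP9J42. The CCEs were the α-esterases CpipJ_CPIJ000045 and CpipJ_CPIJ000047 and the clade K gene CpipJ_CPIJ000482. CpipJ_CPIJ000482 had 4.79 TPM in SG eggs (95% CI 2.84 to 7.57), 1.06 in larvae, 3.12 in pupae and 0.803 in adults. Depth limits the single-stage group, since 30 of its 32 genes had at most 3 copies and 23 had 1 copy. Among the 36 genes with over 3 SG copies, 2 were seen in a single stage and 15 in all 4.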

Around 28% of the CCE genes were detected in only one stage, and two α-esterases, CpipJ CPIJ018232 and CpipJ CPIJ004752, were expressed at extremely high levels in larvae and pupae, respectively. 

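Among CCEs, 13 of the 24 genes with a tag past the 3′ end were seen in a single SG stage, 7 of them in pupae, 4 in larvae, 1 in eggs and 1 in adults. Only the α-esterase CpipJ_CPIJ018233, with 5 copies in SG larvae, had over 3 copies in this group. The α-esterase CpipJ_CPIJ018231 (supercontig 1118, 44657 to 55734) had 5.28 TPM in SG larvae (95% CI 3.23 to 8.16), 1.60 TPM in SG eggs and 0 copies in pupae and adults. The α-esterase CpipJ_CPIJ018232 had 1 copy in SG larvae, and CpipJ_CPIJ004752 had no tag past its 3′ end. For both genes a level in any stage was not detectable from these flanking tags at this depth. The clade M gene CpipJ_CPIJ009768 had 5 copies in SG eggs, 3 in SG larvae and 2 in S-lab larvae. CpipJ_CPIJ016341 had 1 copy in SG pupae and 2 in S-lab larvae.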

Two insecticide-resistance-responsible esterases, CpipJ_CPIJ013917 for encoding esterase B and CpipJ CPIJ013918 for encoding esterase A, were expressed in all life stages, and their expression levels in larvae were higher than in adults. 

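The genes of esterase B and esterase A lie next to each other on supercontig 512. Esterase B, CpipJ_CPIJ013917, spans 30065 to 32638 on the minus strand and had 2 copies past its 3′ end in SG pupae, 2 in SG adults and 0 in SG eggs and larvae. Esterase A, CpipJ_CPIJ013918, spans 34360 to 36454 on the plus strand and had 1 copy in SG larvae and 0 in the other SG stages. All of these values lie at or under the limit of 3 counts. A difference between SG larvae and adults was therefore not detectable for either esterase from the flanking tags.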

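Among GSTs, the Delta gene CpipJ_CPIJ002674 (supercontig 36) held most of the copies past a 3′ end, and these were highest in larvae. It had 14.8 TPM in SG larvae (95% CI 11.2 to 19.2), 2.68 in SG adults (1.28 to 4.92), 1.06 in SG eggs (0.290 to 2.72) and 0 copies in SG pupae. Its interval in larvae does not overlap those of the other SG stages. The Delta gene CpipJ_CPIJ002660 had 4 copies in SG eggs, 2 in SG larvae, 2 in SG pupae and 0 in SG adults. The other 5 GSTs with a tag in SG had 1 copy each past the 3′ end, in a single stage, and neither the 6 Theta genes nor the 1 Omega gene had a tag there. One of these 5 is the Sigma gene CpipJ_CPIJ006160, which had a tag within its span with 19945 copies in SG adults, so that with the whole gene span counted the copies of GSTs were highest in adults. The Omega gene CpipJ_CPIJ000031 had a tag within its span with 4 copies in SG eggs, 3 in larvae and 1 in pupae.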

Only two GST genes showed stage-specific expression. 

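Among P450s, the tags past the 3′ end were highest in SG pupae for CYP4G35 and in SG larvae for CYP4H30. CYP4G35 (CpipJ_CPIJ018668), of the CYP4G family that makes cuticular hydrocarbons, had 305 TPM in SG pupae (95% CI 287 to 324) and 81.9 in SG adults (73.0 to 91.6), against 1 copy in SG eggs and 0 in SG larvae. CYP4H30 (CpipJ_CPIJ007188) had 20.6 TPM in SG larvae (16.3 to 25.7), 13.3 in eggs (9.87 to 17.5), 7.50 in adults (4.98 to 10.8) and 4.54 in pupae (2.60 to 7.38). Past its 3′ end CYP4J18 (CpipJ_CPIJ000293) had 25 copies in SG larvae, 20 in pupae, 4 in adults and 1 in eggs. The paper's TPM for CYP4J18 was highest in pupae, with 70.4 against 7.66 in larvae. For CYP4G35 and CYP4H30 the paper's TPM was highest in the same stage as the tags here. Of the 40 P450 genes with a tag past the 3′ end in SG, 14 were seen in a single stage. These were 6 genes of CYP9, 3 of CYP4, 3 of CYP6, CYP305A8 of CYP2 and the mitochondrial CYP314A1. Of these 14 genes 13 had at most 3 copies, and CYP6AG13 had 5. Of the 24 P450 genes with over 3 SG copies, 1 was seen in a single stage and 12 in all 4.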

Of the P450 genes, around 25% were detected in only one stage and most of them belonged to CYP4. 

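Most copies next to CYP325 genes in SG came from CYP325E3 in pupae and CYP325BG2P in adults, and most of these from tags with 1 mismatch to the genome. The tags past the 3′ ends of 44 located CYP325 genes summed to 24.4 TPM in SG pupae (95% CI 19.5 to 30.2) and 22.5 in SG adults (17.9 to 27.8), against 2.11 in SG larvae (0.912 to 4.16) and 0 copies in SG eggs. CYP325E3 (CpipJ_CPIJ011841, supercontig 360) gave 67 copies in SG pupae and 7 in SG adults. CYP325BG2P (CpipJ_CPIJ006951, supercontig 153) gave 73 copies in SG adults and 1 in SG pupae. Both had 0 copies in eggs and in the larvae of either strain. All copies of CYP325BG2P, and 64 of the 67 pupal copies of CYP325E3, came from tags with 1 mismatch. With exactly matching tags only, the CYP325 genes had 20 copies in SG pupae, 8 in SG larvae, 4 in SG adults and 28 in S-lab larvae, so that adults were no longer above larvae. CYP325Y10 was the only CYP325 gene with a tag in SG larvae. Of the 7 CYP325 genes with a tag in any library, 6 had one in SG and 2 of these in a single stage, CYP325BH1 with 1 copy and CYP325BJ1 with 2 copies in adults.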

Most strikingly, of 46 CYP325 genes, representing the widest expansion within the P450 family, 27 genes (59%) were detectable for expression and nearly half of the expressed genes (12 CYP325) were developmentally regulated. The larva and adult are feeding stages while the egg and pupae are non-feeding. Hence enzymes expressed specifically or highly in larva or adult are important in digestion and detoxification of dietary component whereas those in egg or pupae are vital for detoxification of metamorphosis byproducts or synthesis of specific hormones.

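Tags next to CYP302A1 and CYP306A1 were highest in SG eggs, those next to CYP18A1 in SG pupae and those next to CYP9J42 in SG larvae. For CYP306A1 this held only with a tag of 1 mismatch included. Its exactly matching copies were highest in pupae among the SG stages. CYP302A1 (CpipJ_CPIJ010826, supercontig 309) and CYP306A1 (CpipJ_CPIJ001039, supercontig 12), hydroxylases of ecdysone synthesis, had 49.2 TPM (95% CI 42.4 to 56.8) and 45.0 TPM (38.4 to 52.3) in SG eggs. In the other SG stages CYP302A1 lay between 7.50 TPM in adults and 11.9 in pupae, and CYP306A1 between 1.07 in adults and 10.2 in pupae. CYP18A1 (CpipJ_CPIJ001038), which inactivates ecdysteroids, had 21.6 TPM in SG pupae (17.0 to 27.0), 5.85 in eggs, 3.70 in larvae and 0.803 in adults. CYP314A1 (CpipJ_CPIJ001380), which activates ecdysone, had 2 copies in SG larvae, from a tag with 1 mismatch, and 0 in the other libraries. CYP9J42 (CpipJ_CPIJ003082, supercontig 39) had 119 TPM in SG larvae (108 to 131), 22.2 in adults (17.7 to 27.6), 9.84 in eggs (6.93 to 13.6) and 0.568 in pupae. In SG eggs 158 of the 169 copies of CYP306A1 came from CATGGAACCATTTAAGCTTAT, a tag with 1 mismatch to the genome. The mismatch is at base 4 of the tag, within CATG, the site cut by NlaIII. The exactly matching tag of CYP306A1, CATGAGCTTTTTACTGCTTGT, had 24 copies in pupae, 11 in eggs, 3 in larvae and 1 in adults. From which stages feed, the paper reasons that enzymes expressed specifically or highly in larvae or adults serve digestion and detoxification of the diet. For eggs and pupae it reasons that such enzymes serve hormone synthesis or detoxification of metamorphosis byproducts.

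**Figure D2:**
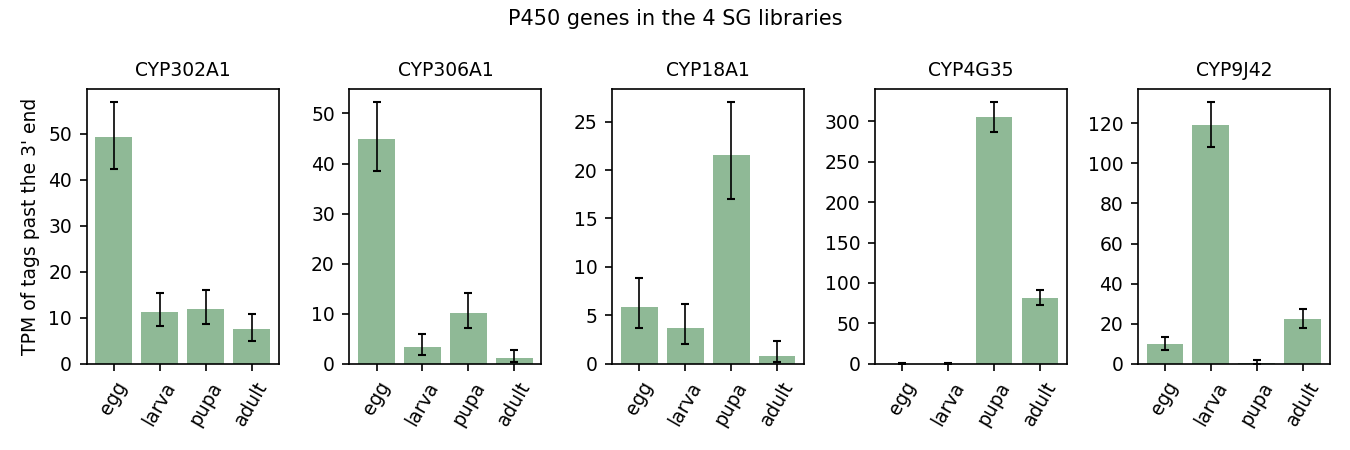
TPM of tags past the 3′ end of 5 P450 genes in the 4 SG libraries, with bars for the value, lines for the exact Poisson 95% interval and a separate scale per gene. CYP302A1 and CYP306A1 are highest in eggs, CYP18A1 and CYP4G35 in pupae and CYP9J42 in larvae. Most egg copies of CYP306A1 come from a tag with 1 mismatch to the genome.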

**Table 3:** Developmental-stage specifically expressed genes of carboxylcholinesterase (CCE), glutathione-S-transferase (GST), and cytochrome P450 monooxygenase (P450)

**Family**	**Stage**	**Gene**	**Class**	**TPM**
CCE	Egg	CpipJ_CPIJ007135	F	0.27
		CpipJ_CPIJ016026	B	0.27
		CpipJ_CPIJ009768	M	0.53
		CpipJ_CPIJ013027	F	0.53
	Larva	CpipJ_CPIJ016341	B	0.26
		CpipJ_CPIJ016682	G	2.00
		CpipJ_CPIJ018231	B	5.81
	Pupa	CpipJ_CPIJ018232	B	32.74
		CpipJ_CPIJ013679	B	0.57
		CpipJ_CPIJ013175	F	13.63
	Adult	CpipJ_CPIJ004752	B	118.69
		CpipJ_CPIJ016681	G	0.54
		CpipJ_CPIJ005122	G	5.62
GST	Larva	CpipJ_CPIJ002674	Delta	3.96
		CpipJ_CPIJ014051	Theta	7.66
P450	Egg	CpipJ_CPIJ019395	CYP4C52 v2	0.27
		CpipJ_CPIJ009478	CYP4D42 v1	0.27
		CpipJ_CPIJ017198	CYP325BF1	0.27
		CpipJ_CPIJ003361	CYP6BY2	0.80
		CpipJ_CPIJ017244	CYP304B5	2.00
	Larva	CpipJ_CPIJ009474	CYP4D40	0.26
		CpipJ_CPIJ010228	CYP12F12 v1	0.26
		CpipJ_CPIJ015428	CYP6Z10	0.26
		CpipJ_CPIJ001755	CYP4J19	0.26
		CpipJ_CPIJ014220	CYP9M12	0.53
		CpipJ_CPIJ014219	CYP9M11P	1.06
		CpipJ_CPIJ014730	CYP325AA2	1.06
		CpipJ_CPIJ007188	CYP4H30	1.32
		CpipJ_CPIJ007091	CYP325Y6 v2	1.58
		CpipJ_CPIJ011127	CYP4H34	1.85
		CpipJ_CPIJ010075	CYP4H35	2.11
		CpipJ_CPIJ003376	CYP6BY4	2.64
		CpipJ_CPIJ007089	CYP325Y4	4.22
		CpipJ_CPIJ015223	CYP6F4	6.6
		CpipJ_CPIJ010858	CYP6F1	47.0
		CpipJ_CPIJ014942	CYP305A10	1.00
	Pupa	CpipJ_CPIJ001754	CYP4J6	0.28
		CpipJ_CPIJ007095	CYP325Y9	0.28
		CpipJ_CPIJ005685	CYP325BB2	0.28
		CpipJ_CPIJ010810	CYP325BC2	0.28
		CpipJ_CPIJ004410	CYP6Z11	0.85
		CpipJ_CPIJ009477	CYP4D19	1.42
	Adult	CpipJ_CPIJ019587	CYP6Z14	0.27
		CpipJ_CPIJ006951	CYP325BG2P	0.27
		CpipJ_CPIJ010542	CYP9J38	0.27
		CpipJ_CPIJ003377	CYP6BY5	0.54
		CpipJ_CPIJ015960	CYP325BD1	1.87
		CpipJ_CPIJ011837	CYP325V2	2.68
		CpipJ_CPIJ019586	CYP6Z13P	2.68
		CpipJ_CPIJ006950	CYP325BG1	3.21
		CpipJ_CPIJ010203	CYP9AM1	5.36
		CpipJ_CPIJ015957	CYP325G4	51.68
		CpipJ_CPIJ009471	CYP4AR4	2.00

TPM, number of transcripts per million clean tags.

For gene expansion clusters of detoxification genes, the expression profiles were different among the members. For example, among the six members of one expanded α-esterase cluster (Figure 2), CpipJ_CPIJ007825 was detected for expression in pupae and adults while the other five members were not detected in any stage. 

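CpipJ_CPIJ007825 lies on supercontig 171 from 148542 to 150159. Tags past its 3′ end had 6 copies in SG pupae, which is 1.70 TPM (95% CI 0.625 to 3.71), and 1 copy in SG adults. SG eggs and larvae and S-lab larvae had 0 copies. The difference between pupae and adults lay within the counting intervals.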

For the seven members of another expanded α-esterase cluster (Figure 2), CpipJ_CPIJ016025, CpipJ_CPIJ005694, and CpipJ_CPIJ008749 were not detected for expression; CpipJ_CPIJ000049 and CpipJ_CPIJ000051 were expressed in pupae and adults, CpipJ_CPIJ000050 in larvae and pupae, and CpipJ_CPIJ016026 only in eggs. 

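The α-esterases CpipJ_CPIJ000050 and CpipJ_CPIJ000051 on supercontig 1 had 2 copies and 1 copy past their 3′ ends, in SG pupae only, and CpipJ_CPIJ016025 on supercontig 729 had 2 copies in SG larvae and 6 in S-lab larvae. CpipJ_CPIJ000049, CpipJ_CPIJ016026, CpipJ_CPIJ005694 and CpipJ_CPIJ008749 had no tag there. Their neighbour CpipJ_CPIJ000047 (supercontig 1, 1041428 to 1043597) was at a higher level, with 14.7 TPM in SG adults (95% CI 11.1 to 19.2), 8.19 in SG larvae (5.56 to 11.6), 5.68 in SG pupae (3.47 to 8.77) and 1.33 in SG eggs (0.432 to 3.10). CpipJ_CPIJ000045, upstream of it, had between 3 copies in SG adults and 9 in SG pupae. A stage difference among the genes with 1 or 2 copies was not detectable at this depth.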

Similar phenomenon was observed in the three expansion clusters of juvenile hormone esterases (Figure 3). For the five members of cluster, only CpipJ_CPIJ013027 was detected for expression and in eggs. No expression was found in the three members of cluster. For the four members of cluster, three were detected for expression: CpipJ_CPIJ016681 and CpipJ_CPIJ016682 in adults, and CpipJ_CPIJ017763 in larvae and adults. The different expression patterns of these duplicated detoxification genes are probably indicative of their subfunctionalization or retrogression as pseudogenes.

### Differentially expressed genes between parathion resistant and susceptible larvae

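The larval comparison used 1 library of SG and 1 of S-lab, both from 40 larvae of instar 3, so it compares libraries and cannot separate the strains from the pools of larvae. Copies were tested with the 2-sided Audic-Claverie test, which covers counting error, at an FDR of at most 0.001 and an absolute log2 ratio of TPM of at least 1, with 0.01 TPM in place of 0, as in the paper's methods. Tags were tested where the larval libraries together had at least 10 copies, which left 10796 tags. The median log2 ratio of SG over S-lab was −0.29 over these tags and 0.04 after TMM normalization, a shift of 0.32. For detoxification genes, the tags past the 3′ end were summed per gene and the FDR was taken over the genes of the list alone. No test over all genes was run, because no annotation of the genome build was at hand.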

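Of the 10796 tags tested, 1831 had higher and 2731 lower copies in SG larvae than in S-lab larvae, which is 42.3% of the tags. Of those past the thresholds 40.1% were higher in SG, and with TMM normalization 51.8% (2298 higher and 2136 lower). Among the tags past the thresholds, the largest gain in TPM in SG larvae was in CATGAATGAAATCAAGGAGCT on supercontig 816, which rose 7.15-fold (95% CI 6.90 to 7.41). It was followed by CATGTAAGAAAGGAAACGCTT on supercontig 153, which was 3.87-fold higher (3.72 to 4.02) and had 12816 copies in SG larvae, 363 in SG eggs, 62 in SG pupae and 50 in SG adults. The largest losses in TPM among these tags were in CATGTGATTTTAGTTTCTAAA on supercontig 241, 3.08-fold lower in SG (2.99 to 3.17), and CATGTTGTAAGCAAAATGTAA on supercontig 411, 7.09-fold lower (6.76 to 7.44). In SG the former was present in larvae and pupae, with 5912 and 9180 copies, against 30 in eggs and 2 in adults. Of the higher tags 1090 (59.5%) had 0 copies in S-lab larvae, and of the lower tags 1125 (41.2%) had 0 copies in SG larvae. The tables pair no tag with a gene or a function. With an assumed biological coefficient of variation of 0.4 in edgeR's exact test, 577 tags were higher and 563 lower.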

When the third instar DGE library of the parathion-resistant strain SG was compared with the same stage in the susceptible strain S-lab, a total of 1511 genes showed different expression levels, among which 619 genes had up-regulated expression levels in the SG strain (Additional file 8). The most prominent GO functions of these up-regulated genes were endopeptidase or serine-type peptidase activity, such as genes encoding trypsin, chymotrypsin, mast cell protease 2, urokinase-type plasminogen activator, and elastase. However, not all of the differentially expressed genes are responsible for parathion resistance because comparison strains were not selected from the same panmictic population such that genetic background differences could be ruled out.

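Larvae of the strains also differed in the sequence of their tags. Of 372 tags with at least 100 copies in one larval library and at most 2 in the other, 119 had a partner that differed by 1 base and showed the opposite pattern. Next to CYP6BZ2, at 246825 on supercontig 104, CATGAAGTTTAGAAAACACCA had 23 copies in SG larvae, 608 in SG adults and 0 in S-lab larvae, while CATGAAGTTTTGAAAACACCA had 275 copies in S-lab larvae and 0 in each SG library. The latter differs from the genome by A11T, counted from 1 at the 5′ end of the tag. Next to CYP6P14, at 244962, CATGTGATTGATATGGCAAAT had 303 copies in SG larvae and 40 in S-lab larvae, and CATGTGATTGATATGGCAAAA (T21A, counted likewise) had 10 and 63. In SG pupae the former had 46 copies and the latter 30, and in SG adults 85 and 98. Both tags of this pair thus occurred in both strains, and their balance varied between SG libraries. Whether their larval contrast reflects the strains or the pools was not tested. The paper reasons that the strains were not drawn from the same panmictic population, so that differences in genetic background remain. From this it concludes that part of the differentially expressed genes are not responsible for parathion resistance.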

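Between SG and S-lab larvae, 5 detoxification genes were higher and 2 lower in SG by the tags past their 3′ ends, and all 7 were P450s. With the whole gene span counted, 10 were higher and 3 lower, among them these 7. The further higher genes were the GSTs CpipJ_CPIJ006160 and CpipJ_CPIJ018629 and the P450s CYP6AH3, CYP9M10 and CYP4G36. The main tag within the span had 1 mismatch for CpipJ_CPIJ006160 (784 copies in SG against 4), CYP9M10 (59 against 0) and CYP6AH3 (23 against 0). The same held for the further lower gene, CYP6M14 (0 against 42), while that of CpipJ_CPIJ018629 matched exactly (13 against 0). A sequence difference between the strains within these tags was not tested. By the tags past the 3′ ends, the higher genes were CYP4J18, CYP4H30, CYP6AA7, CYP6P14 and CYP6AA8, and the lower genes CYP6BZ2 and CYP18A1, the ecdysteroid-inactivating enzyme. CYP4H30 rose 8.52-fold (95% CI 4.27 to 19.3, FDR 1.77e-13 by the Audic-Claverie test, adjusted over the list alone). With both strands counted its log2 ratio was 1.99 (231 copies against 57, of which 153 and 48 were on the opposite strand). CYP4J18 rose from 1 copy in S-lab to 25 in SG, a ratio of 24.6 (4.02 to 1009, FDR 8.69e-06). CYP18A1 was 3.05-fold lower (1.63 to 6.05, FDR 0.000905), but this call was lost under 6 of 13 alternatives. Its log2 ratio was −1.29 with TMM normalization and −0.27 with a window of 1000 bases, and neither passed. With 200 bases it had 1 copy in S-lab and 0 in SG. Of 53 genes with a tag in a larval library, 46 did not pass, and 19 had at least 10 copies. CYP4G36 had 17 copies in SG and 1 in S-lab, a ratio of 16.7 (2.62 to 699, FDR 0.0011), and CYP302A1 a ratio of 2.49 (1.39 to 4.65, FDR 0.00708), and both passed with TMM. With both strands counted, CYP4G36 had 25 copies in SG and 27 in S-lab (log2 ratio −0.14, FDR 0.955 by the Audic-Claverie test). Of these copies 8 and 26 were on the opposite strand. CYP306A1 did not pass, with 13 copies in SG and 33 in S-lab. It passed as lower in SG with exact matches only (3 against 33) and with both strands (198 against 480). Of these copies of both strands, 185 and 447 were on the opposite strand. With 200 bases CYP306A1 had 10 against 0, higher in SG, and did not pass. CYP325Y10 passed as lower in SG with both strands (8 against 36), of which 0 and 14 were on the opposite strand. CYP9J42, with the most copies past a 3′ end in SG larvae, had a ratio of 1.11 (0.969 to 1.27, FDR 0.305). All 7 calls were lost in edgeR's exact test with an assumed biological coefficient of variation of 0.4.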

A total of 15 detoxification genes were expressed at higher levels in the SG strain, including 2 CCEs, 6 GSTs, and 7 P450s (Table 4). The expression of the known esterase B gene, CpipJ CPIJ013917, increased 16-fold in the resistant strain, while the esterase A gene, CpipJ CPIJ013918, did not show differential expression between the two strains. 

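For CCEs, no gene passed the test between the larvae of the strains by the tags within 500 bases past the 3′ end on its strand. With a window of 1000 bases, the clade K gene CpipJ_CPIJ000482 passed as higher in SG, with 46 copies against 3. Esterase B, CpipJ_CPIJ013917, had 0 copies past its 3′ end in both larval libraries, and esterase A, CpipJ_CPIJ013918, had 1 copy in SG and 0 in S-lab, so that a difference in either was not detectable from tags on the strand of the gene. With both strands counted, esterase A passed as higher in SG, with 49 copies against 3 (log2 ratio 4.01, FDR 1.53e-10), of which 48 and 3 were on the opposite strand. The α-esterase CpipJ_CPIJ018231 had 20 copies in SG and 4 in S-lab, a ratio of 4.92 (95% CI 1.65 to 19.8, FDR 0.00793 by the Audic-Claverie test). With exactly matching tags only, CpipJ_CPIJ018231 passed as higher in SG, with a log2 ratio of 3.30. The α-esterase CpipJ_CPIJ000047 had a ratio of 1.13 (0.652 to 1.97, FDR 1). CpipJ_CPIJ004636 of clade H was 3.24-fold lower in SG with an FDR of 0.00164, and passed as lower when only genes with at least 10 copies were tested. The juvenile hormone esterase CpipJ_CPIJ002073 had 0 copies in both larval libraries.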

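Among Epsilon GSTs, CpipJ_CPIJ018629 had a tag within its gene span that was seen in SG larvae and not in S-lab larvae. The tag, CATGGTGAACCCGATTCTCTA, matches the minus strand of supercontig 1224 from 39847 to 39867, which is 772 bases before the annotated 3′ end. It had 13 copies in SG larvae, 8 in SG adults, 3 in SG pupae, 2 in SG eggs and 0 in S-lab larvae. With the whole gene span counted, CpipJ_CPIJ018629 had 14 copies in SG larvae against 0, at least 4.59-fold higher over a floor of 3 counts (FDR 0.000881 by the Audic-Claverie test). Past the 3′ ends, the Epsilon genes had 1 copy in SG larvae and 2 in S-lab larvae, which shows no detectable difference. With tags of 2 positions included, the Delta gene CpipJ_CPIJ002661 passed as lower in SG, with 205 copies against 579. The Delta gene CpipJ_CPIJ002674 had a ratio of 1.45 in SG over S-lab larvae (95% CI 0.943 to 2.25, FDR 0.237).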

Three Epsilon GSTs had prominent involvement in resistance, as previously reported in DDT- and OP-resistant mosquitoes and houseflies [22,23]. 

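A cluster of CYP6 genes on supercontig 104 held 4 of the 7 detoxification genes that differed between the larvae of the strains. CYP6P14 (CpipJ_CPIJ005955, 243315 to 244912) had 83.7 TPM in SG and 27.9 in S-lab, 3.00-fold higher in SG (95% CI 2.39 to 3.78, FDR 4.25e-24 by the Audic-Claverie test), and 7.45-fold higher with exactly matching tags only. CYP6AA7 (CpipJ_CPIJ005959) was 7.47-fold higher in SG (4.67 to 12.6, FDR 2.06e-24) and CYP6AA8 (CpipJ_CPIJ005958) 2.70-fold higher (1.97 to 3.75, FDR 3.68e-10). CYP6BZ2 (CpipJ_CPIJ005956, 245250 to 246820), between CYP6P14 and CYP6AA8, went the other way, with 6.07 TPM in SG and 73.8 in S-lab. It was 12.2-fold lower in SG (7.94 to 19.5, FDR 1.89e-55). All S-lab copies of CYP6BZ2 came from a tag with 1 mismatch to the genome, and with exactly matching tags only it had 23 copies in SG and 0 in S-lab, at least 7.54-fold higher in SG over a floor of 3 counts. CYP9AE1 (CpipJ_CPIJ000655) had 0 copies in both larval libraries and CYP9AL1 (CpipJ_CPIJ012470) 1 copy in S-lab. With a coefficient of variation of 0.2 in edgeR's exact test, CYP6AA7 and CYP6BZ2 passed and CYP6P14 and CYP6AA8 did not.

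**Figure D3:**
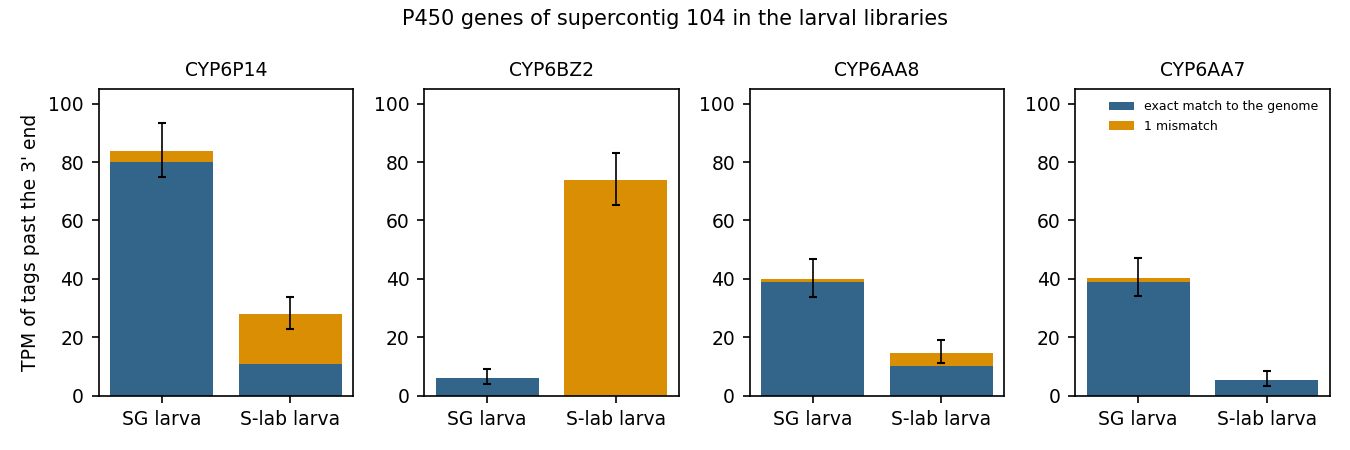
TPM of tags past the 3′ end of 4 CYP6 genes of supercontig 104 in SG and S-lab larvae, stacked by match to the genome, with lines for the exact Poisson 95% interval of the sum. CYP6P14, CYP6AA8 and CYP6AA7 are higher in SG, and the bar of CYP6BZ2 in S-lab consists of the tag with 1 mismatch.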

Seven P450 genes with elevated expression in the resistant strain belonged to either the CYP9 or CYP6 groups, which are usually implicated in pyrethroid resistance in mosquitoes and other species [18]. P450 monooxygenases are relatively less commonly involved than carboxylesterases in resistance to OP insecticides, although evidence shows that CYP6A1 from *Musca domestica* and CYP6A2 from *Drosophila* are capable of metabolizing diazinon [24,25]. Unless direct evidence demonstrates the detoxification or sequestration of insecticide compounds by P450s, the conclusion that the 7 up-regulated P450 genes are involved in OP resistance is too early to draw. 

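CYP6BZ2 was seen in all 4 SG stages and was highest in adults. Tags past its 3′ end gave 166 TPM in SG adults (95% CI 153 to 179), 19.6 in pupae (15.2 to 24.8) and 10.9 in eggs (7.83 to 14.8). CYP9AE1 and CYP9AL1 had 1 copy each in SG adults, and the GST CpipJ_CPIJ014694 had 1 copy in SG larvae. The Theta GST CpipJ_CPIJ014051, CYP9J34 (CpipJ_CPIJ010546) and CYP6F1 (CpipJ_CPIJ010858) had no tag past the 3′ end in any library, so their stages were not detectable from the listed tags.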

Most of the 15 detoxification genes were expressed in all life stages, while 6 were expressed only in certain stages, especially Theta GST (CpipJ CPIJ014051), CYP9J34 (CpipJ CPIJ010546), and CYP6F1 (CpipJ CPIJ010858), which were not found in adults. The different responses of detoxification genes may account for the different resistance levels between the larval and adult stage in some circumstances.

**Table 4:** Detoxification genes up-regulated in parathion resistant larvae of the SG strain

**Gene family**	**Classification**	**Gene number**	**log**_**2**_Ratio^*^	**Expression stage**
CCE	α esterases	CpipJ_CPIJ013917	4.4	All
	JH esterases	CpipJ_CPIJ002073	1.7	All
GST	Epsilon	CpipJ_CPIJ018629	8.7	All
	Epsilon	CpipJ_CPIJ018632	5.0	All
	Epsilon	CpipJ_CPIJ018627	3.5	All
	Theta	CpipJ_CPIJ014051	2.2	Larva
	Delta	CpipJ_CPIJ002675	1.9	Egg, larva, adult
	Others	CpipJ_CPIJ014694	1.1	All
P450	CYP9J34	CpipJ_CPIJ010546	4.0	Larva, pupa
	CYP9J40	CpipJ_CPIJ010543	3.3	Larva, pupa, adult
	CYP6AG11	CpipJ_CPIJ002537	3.0	All
	CYP6BZ2	CpipJ_CPIJ005956	2.6	All
	CYP9AE1	CpipJ_CPIJ000655	2.0	All
	CYP6F1	CpipJ_CPIJ010858	1.3	Larva
	CYP9AL1	CpipJ_CPIJ012470	1.1	Larva, adult

*Ratio, TPM of SG/TPM of Slab. TPM, number of transcripts per million clean tags.

## Conclusion

*C. p. quinquefasciatus* is an important vector that transmits human diseases different from those by *An. gambiae* and *Ae. aegypti*. The lack of transcriptomic data available for this species has hampered characterization of the molecular mechanisms underlying the different biological characters of the three major mosquito vectors. The five DGE libraries described in the present study represent a dramatic expansion of the existing transcriptomic sequence available for *C. p. quinquefasciatus*. This expansion will facilitate the investigation of the fundamental biology of *C. p. quinquefasciatus* and its pathogenic interactions. In addition, the results of the present study provide new insights into the functions and evolution of the three detoxification gene families of mosquitoes. A larger number of detoxification genes were identified on the genome of *C. p. quinquefasciatus* compared with three other dipteran insect genomes, representing the widest gene expansion sequenced thus far. Comparative genomic analysis suggested that gene expansion mainly occurs in α-esterases, juvenile hormone esterases, and P450 CYP325. Some detoxification genes were expressed in all developmental stages, while some were developmentally regulated. The expression profiles were different among the members of gene expansion clusters, probably indicative of their subfunctionalization or retrogression as pseudogenes. Fifteen detoxification genes showed the potential to take part in the parathion resistance of *Culex*, including unexpected P450 genes.

## Methods

### Mosquito strains

Mosquito strains of *C. p. quinquefasciatus* used included S-lab, which was OP-susceptible and reared at the laboratory without any contact with insecticides for many years [26] and Shengui (SG), a field population collected in Foshan, Guangdong Province, in 2007 and constantly treated with parathion at the laboratory. The parathion-resistance of SG was 115-fold that of S-lab before use in the DGE analysis. The mosquitoes were maintained at 26°C ± 1°C and a long-day photoperiod (14 h light/10 h darkness cycle). Fifty egg rafts, forty third instar larvae, forty pupae, and forty adults (twenty females and twenty males) of SG and forty third instar larvae of S-lab were collected and frozen at −80°C for further analysis.

### Identification and phylogenetic classification of detoxification genes

Sequences encoding GSTs, P450s, and CCEs were identified from the protein set of the *C. p. quinquefasciatus* whole genome sequencing database at the Broad Institute ( http://www.broadinstitute.org/annotation/genome/culex_pipiens) using the HMMER program ( http://hmmer.janelia.org/) with the protein domains for CCEs (PF00135), GSTs (PF00043 and PF02798), and P450s (PF00067) as described in the Pfam database. A significance value of 1e^-10^ was used in the searches for CCEs and P450 and 2e^-2^ for GSTs. Community annotations and VectorBase were referred to verify the searches [27]. Those candidate genes not supported by the community annotations as CCEs, P450 or GST were not accounted. P450s were named by the P450 nomenclature committee ( http://drnelson.uthsc.edu/CytochromeP450.html). Known detoxification genes from *An. gambiae*, *D. melanogaster*[28], and *Ae. aegypti*[17] were used as references for the phylogenetic classification of the detoxification genes from *C. p. quinquefasciatus*. Protein sequences were aligned with ClustalW2 at EMBL-EBI ( http://www.ebi.ac.uk/Tools/msa/clustalw2). Unrooted distance neighbor-joining trees showing the phylogeny of detoxification gene families were constructed using the pairwise deletion and p-distance functions of Mega 4.0 software. Bootstrap analysis (1000 replicates) was applied to evaluate the internal support of the tree topology.

### Pipeline of DGE

Six micrograms of total RNA from each of the above five mosquito samples were isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Tag library preparation was performed with an Illumina Gene Expression Sample Prep Kit. The raw data (tag sequences and counts) were deposited in the NCBI Sequence Read Archive (SRA) database under submission number SRA049959.

### Pipeline of bioinformatics analysis on DGE

Sequencing-received raw image data were transformed by base calling into raw sequence data. Clean tags were obtained after raw sequences were filtered to remove adaptor sequences, empty tags, low quality tags, tags that were too long or too short, and tags with a copy number of 1. The distribution of clean tags was used to evaluate the normality of the whole data. Saturation analysis was performed to determine whether or not the number of detected genes continues to increase when the sequencing amount increases. Pearson correlation analysis of two parallel libraries was performed to evaluate the reliability and operational stability of the experimental results. All clean tags were mapped to *C. p. quinquefasciatus* whole genome reference sequences and allowed no more than 1 nucleotide mismatch. The number of unambiguous clean tags for each gene was calculated and then normalized to TPM (number of transcripts per million clean tags). When the expression of a gene was not detected, TPM was set to 0.01.

A rigorous custom written algorithm using the method described by Audic et al. [29] was developed to identify differentially expressed genes between two samples. The p value corresponded to the differential gene expression test. False discovery rate (FDR) was used to determine the p value threshold in multiple tests and analyses [30]. FDR ≤ 0.001 and the absolute value of log_2_Ratio ≥ 1 were used as thresholds to judge the significance of the gene expression difference.

Unigenes matched by clean tags were assigned to Gene Ontology (GO) terms using Blast2GO and canonical pathways in KEGG (Kyoto Encyclopedia of Genes and Genomes). GO or pathway enrichment analysis of the differentially expressed genes was performed based on the algorithm presented by GOstat [31]. The difference between the differentially expressed gene group and the whole gene expression background was represented by a p value, which was approximated by a chi-square test. The Fisher exact test was used when any expected count value was below 5, which will result in inaccurate chi-square test results. Benjamini multiple-testing correction of the p value was done by FDR.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

LY and NC prepared the RNA, performed the phylogenetic analysis of the detoxification genes, and drafted the manuscript. PY and FJ performed the GO and pathway enrichment analysis of differentially expressed genes. EM and CQ conceived and designed the experiment. FC designed the experiment, performed the phylogenetic analysis of the detoxification genes, and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Summary of the carboxylcholinesterase genes of*Culex pipiens quinquefasciatus.*** TPM, number of transcripts per million clean tags. When the expression of a gene was not detected, TPM was set to 0.01. Click here for file

Additional file 2 **Summary of the cytochrome P450 monooxygenase genes of*Culex pipiens quinquefasciatus.*** TPM, see Additional file 1. Click here for file

Additional file 3 **Summary of the glutathione S-transferase genes of*Culex pipiens quinquefasciatus.*** TPM, see Additional file 1. Click here for file

Additional file 4 Distribution of the total tags in each DGE library. Click here for file

Additional file 5 **Pearson correlation analysis of the DGE libraries.** Dots in the figures indicate individual tag entities. TPM (Transcripts Per Million clean tags) indicates the number of transcript copies in every 1 million clean tags. A–F, correlation between the four developmental stages of the SG strain; G, correlation between third instar larvae of the SG and S-lab strains. Click here for file

Additional file 6 Relationship between the number of identified genes and sequencing amount. Click here for file

Additional file 7 Enriched GO function groups^*^and KEGG pathways involved by genes specifically expressing in various life stages ofCulex pipiens quinquefasciatus.^*^GO function groups include three main categories: biological process (BP), molecular function (MF), and cellular component (CC). ^†^The p value represented the difference between the specifically expressed gene group and the total 13,314 gene group approximated by chi-square test. Fisher exact test is used when any expected count value is below 5. ^‡^Benjamini is the multiple-testing correction of the p value by FDR. Click here for file

Additional file 8 **Differentially expressed genes between the parathion-resistant and susceptible larvae of*Culex pipiens quinquefasciatus.*** TPM, see Additional file 1. Click here for file

# Supplementary material for: Transcriptomic and phylogenetic analysis of Culex pipiens quinquefasciatus for three detoxification gene families
**Source:** BMC Genomics. 2012 Nov 10;13:609. doi: 10.1186/1471-2164-13-609
**Supplement:** Additional file 7 — Enriched GO function groups*and KEGG pathways involved by genes specifically expressing in various life stages ofCulex pipiens quinquefasciatus.*GO function groups include three main categories: biological process (BP), molecular function (MF), and cellular component (CC). †The p value represented the difference between the specifically expressed gene group and the total 13,314 gene group approximated by chi-square test. Fisher exact test is used when any expected count value is below 5. ‡Benjamini is the multiple-testing correction of the p value by FDR.

**Additional file 7 Enriched GO function groups* and KEGG pathways involved by genes specifically expressing in various life stages of *Culex pipiens* *quinquefasciatus***

| GO or KEGG ID | GO or KEGG term | p value† | Benjamini‡ |
| --- | --- | --- | --- |
| Egg specific (1076 genes) | |  |  |
| GO:0004871 | Signal transducer activity (MF) | 1.51E–05 | 2.16E–03 |
| GO:0005549 | Odorant binding (MF) | 8.44E–05 | 6.03E–03 |
| GO:0023033 | Signaling pathway (BP) | 4.33E–04 | 0.021 |
| KEGG:04340 | Hedgehog signaling pathway | 1.86E–03 | 0.099 |
| KEGG:04310 | Wnt signaling pathway | 0.021 | 0.35 |
|  |  |  |  |
| Larva specific (545 genes) | |  |  |
| GO:0008233 | Peptidase activity (MF) | 3.41E–06 | 3.45E–04 |
| GO:0006508 | Proteolysis (BP) | 4.79E–05 | 4.16E–03 |
| KEGG:00603 | Glycosphingolipid biosynthesis | 4.39E–03 | 0.079 |
| KEGG:00230 | Purine metabolism | 0.012 | 0.11 |
|  |  |  |  |
| Pupa specific (465 genes) | |  |  |
| GO:0008354 | Germ cell migration (BP) | 9.37E–03 | 0.31 |
| GO:0031110 | Microtubule polymerization or depolymerization (BP) | 0.014 | 0.31 |
| KEGG:04144 | Endocytosis | 0.013 | 0.37 |
| KEGG:04310 | Wnt signaling pathway | 0.040 | 0.37 |
|  |  |  |  |
| Adult specific (580 genes) | |  |  |
| GO:0030001 | Metal ion transport (BP) | 0.026 | 0.55 |
| GO:0031420 | Alkali metal ion binding (MF) | 0.027 | 0.55 |
| KEGG:00982 | Drug metabolism — cytochrome P450 | 5.82E–03 | 0.15 |
| KEGG:00330 | Arginine and proline metabolism | 0.033 | 0.21 |
| KEGG:00564 | Glycerophospholipid metabolism | 0.044 | 0.21 |

*GO function groups include three main categories: biological process (BP), molecular function (MF), and cellular component (CC).

†The p value represented the difference between the specifically expressed gene group and the total 13,314 gene group approximated by chi-square test. Fisher exact test is used when any expected count value is below 5.

‡Benjamini is the multiple-testing correction of the p value by FDR.

How the deposited data were processed for this re-analysis (not part of the article)

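RNA from eggs, larvae, pupae and adults of the SG strain and from larvae of the S-lab strain was measured as DGE tags, with 1 library per condition. The authors' tables give the copies of each tag as counts, and the same copies as TPM, scaled by the authors to the clean tags of the whole library. Adaptor, low-quality, empty, too long and too short tags had been removed by the authors, and tags had been mapped with at most 1 mismatch to the supercontigs of the genome. The methods also name tags with a copy number of 1 as removed, but the tables hold tags with 1 copy, and these were kept here. The deposited counts cover the tags that Table 2 counts as mapping to the genome, with 1 row per position and up to 2 positions per tag. Their number per library equals that of Table 2. Tags that Table 2 counts as mapping to genes are not in these tables and were not used.

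Library totals were recovered from the ratio of counts to TPM and lay between 3521826 and 3787346 clean tags. Shares carry exact Clopper-Pearson 95% intervals and levels carry exact Poisson 95% intervals, which cover counting error only. A count of 0 was read as an upper limit of 3 counts. The mismatches noted in the tables were checked against the tags, and at each of 77653 positions with 1 mismatch the tag held the noted base. Of these mismatches 21015 (27.1%) lay within CATG.

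Pearson's r was taken across tags of linear TPM over all tags seen in either library. For 301 of the 302 genes of Additional files 1 to 3, which give a strand and a position, tags on the gene's strand with 1 position that started within 500 bases past the annotated 3′ end were summed. Up to 20 bases of the annotated gene were included at its 3′ end. Sense tags upstream and antisense tags on both sides served as a comparison. Larval libraries were compared with the 2-sided Audic-Claverie test and Benjamini-Hochberg FDR, at an FDR of at most 0.001 and an absolute log2 ratio of at least 1, with 0.01 TPM for 0 and at least 10 counts per tag over both libraries. Folds carry exact conditional 95% intervals. The test was tried on simulated data, with counts of 10796 tags drawn for the larval libraries. Of 50 tags per size, 100% were called at 8-fold higher, 14% at 2-fold higher, 38% at 8-fold lower and 6% at 2-fold lower. None were called in the wrong direction, and 0 of 10596 unchanged tags were called. The draws stand for counting error only, so they do not show how many calls in the data come from variation between pools. Folds were applied to the SG mean alone, so tags set higher had more copies than tags set lower. The shares called higher and lower are therefore not comparable. Few tags were changed in the draws, while 42.3% of the tags passed in the data, so the FDR cutoff was stricter in the draws.

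Alternatives were edgeR's TMM factors (1.118 for S-lab larvae and 0.894 for SG larvae), Fisher's exact test, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, other filters on copies, thinning to the smallest library, exact matches only, both strands and the whole gene span. They were listed before the data were examined. Windows of 200 and 1000 bases, tags with 2 positions and tags summed per position were added afterwards. Named items followed a rule set beforehand: every gene the paper names in its text, Table 3 or Table 4, the 10 tags past the thresholds with the largest difference in TPM in each direction between larvae, the 3 most abundant tags of a single SG stage and the 5 most abundant tags of each library. Of the tags between larvae, 2 in each direction are printed, because the tables pair no tag with a gene. Other detoxification genes were named after their values were seen.

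Counts per gene model, the number of genes detected, functional groups, single-stage genes over the whole genome and the test over all genes were not run, because no genome or annotation of the build used was at hand. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, were used with the random seed 20121110.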

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

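The tests of tags upstream of the genes and on their opposite strand were chosen only after the result was seen, and so were the tests of the larval age pattern on tags with over 2 copies and on summed positions; the other tests of this part were set beforehand.

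Many tags were abundant in the larvae of one strain and nearly absent in the other: 196 tags had at least 100 copies in SG larvae and at most 2 in S-lab larvae, and 176 the reverse. A partner tag with 1 mismatch and the opposite pattern was found for 32.0% of them (119 of 372, exact 95% CI 27.3 to 37.0), against 0.435% for the same rule between SG larvae and SG pupae (1 of 230, 0.0110 to 2.40). This share argues that a sequence difference between the strains within the tag may account for about that part of the pattern, including the opposite tags next to CYP6BZ2. For the remaining tags a change in expression, a variant at the CATG site and a variant that prevents mapping stay open, and none of these was tested.

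The larvae of the strains might also have differed in age when they were collected. Across the 4562 tags past the thresholds, Spearman's rho between the log2 ratio of SG over S-lab larvae and that of SG pupae over SG eggs was −0.27, between the bounds of 0.1 and 0.3 in size that had been set for either answer. It was −0.40 over the 1909 of these tags with over 2 copies in both larval libraries and −0.33 over 3281 positions with tags summed. Age of the larvae and strain cannot be told apart for these tags, because each strain has 1 pool of larvae and the value lies between the bounds.

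Tags past the annotated 3′ ends of detoxification genes are not part of the gene counts in the paper. Tags of unrelated transcripts spread evenly around the genes are argued against, since 7.64% of the genes had a sense tag within 500 bases upstream (exact 95% CI 4.91 to 11.2) and 25.9% downstream (21.1 to 31.3). Transcription of both strands, or of genes on the other strand, remains a candidate explanation for part of the signal, with 22.9% of genes having an antisense tag downstream (18.3 to 28.1). Transcripts that extend past the annotated end stay open too, and no test with full-length sequences was possible.

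Signals above the limit of 3 counts were seen next to genes for which Additional files 1 to 3 give no TPM above the paper's value for absence in any SG stage. The CCE CpipJ_CPIJ004636 reached 11 copies in SG larvae, CYP325Y10 (CpipJ_CPIJ005683) 17 in SG pupae, CYP6AG13 (CpipJ_CPIJ009085) 5 in SG larvae, CYP4K3 (CpipJ_CPIJ009468) 9 in SG pupae and CYP9M13P (CpipJ_CPIJ014221) 11 in SG larvae.

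Individual abundant tags mapped to the genome, whose sequences the paper does not name, were also far above that limit. CATGATCTGAGTTCAAACCGG reached 448402 copies in SG larvae, CATGTTTTTGATAAACAGGTG 283649 in SG larvae, CATGTAAGAATTCAAAGGTCG 251174 in SG adults and CATGTCTTTTTGAATTAAATT 221424 in SG larvae. CATGTCTATTTTTACAATCTA reached 68869 copies in SG adults, CATGCAGACCAACGCAGTTTA 33188 in S-lab larvae, CATGTATATGAATAAACGTGA 26147 in SG eggs and CATGAATGAAATCAAGGAGCT 24600 in SG larvae.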

How the results depend on the processing

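The windows of 200 and 1000 bases, the tags with 2 positions and the tags summed per position were chosen after seeing the data, and the other alternatives were set before. Of 185 values under an alternative, 133 kept their direction and their side of the threshold or moved by less than their margin. Of the rest, 36 moved, 13 lost their call in the same direction and 3 changed sign. Except where said, the cause was not tested. The 133 include the larval tag counts with TMM, where 2298 tags were higher and 2136 lower in SG. The larger side changed there, from 1831 higher and 2731 lower.

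With at least 5 copies per tag, distinct tags fell to 13038 in SG eggs, 9821 in SG larvae, 11216 in SG pupae, 9079 in SG adults and 10630 in S-lab larvae, since the setting removes the tags with fewer copies. With near-identical tags added to the abundant tag, the share of distinct tags with 1 to 5 copies was 72.4% in SG pupae and 78.4% in S-lab larvae, and the share of copies in tags with over 100 copies was 84.3% in SG eggs and 88.3% in SG larvae. After thinning to the smallest library that last share was 83.1% and 87.4%.

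Pearson's r for SG eggs and adults, SG eggs and larvae, and the larvae of the strains was −0.0136, 0.0995 and −0.0383 on log10 TPM with 0.01 for tags not seen, 0.55, 0.70 and 0.75 on log10 TPM over tags in both libraries, and 0.27, 0.46 and 0.52 without the 10 most abundant tags. For SG pupae and adults r was 0.155, 0.774 and 0.522 under these settings, above SG eggs and larvae in each, which reverses the order of these pairs on linear TPM.

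Detoxification genes with a tag past the 3′ end numbered 50 with at least 2 counts and 35 with at least 5; those of a single SG stage 20 and 10, and those of all 4 stages 7 with at least 5 counts, since the settings remove genes at low counts. In the larvae, a biological coefficient of variation of 0.4 left 577 tags higher and 563 lower in SG, and one of 0.2 left 1685 lower. Detoxification genes higher in SG numbered 3 with a coefficient of 0.2, 0 with 0.4 and 10 over the whole gene span, which takes in tags inside the gene. Those lower in SG numbered 1 with TMM, 1 with a coefficient of 0.2, 0 with 0.4, 1 after thinning, 4 with both strands, 1 with 200 bases and 1 with 1000 bases. For CYP6BZ2 the log2 ratio of SG over S-lab changed sign with exact matches only, to at least 2.91 over a floor of 3 counts for S-lab, because that setting drops the tag with 1 mismatch that holds its S-lab copies.

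Of the tags with 1 position past the thresholds, 776 of 4196 lay at positions that did not pass once tags were summed per position and 107 at positions that passed in the opposite direction. With 200 bases CYP18A1 had 1 copy in S-lab and 0 in SG, which gives no ratio, and CYP6AA7 had no tag in larvae. Depth limits genes with at most 3 counts, for which no fold is given where both libraries are that low. No paired analysis was possible because each condition has 1 pool of insects. Not run were the alternatives for genes per model, for functional groups, for Pearson's r per gene and for the nearest CATG to a gene's end, which need the genome's annotation or sequence.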

Differences from the paper's values

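Alternatives named here were set before the data were examined. The lowest Pearson correlation between SG stages was 0.843 and the paper's value is 0.76. The highest was 0.978 and the paper's value is 0.95. For the larvae of SG and S-lab r was 0.985 and the paper's value is 0.98. Values here are over the tags mapped to the genome. None of the alternatives (log10 TPM with 0.01 for tags not seen, log10 TPM over tags in both libraries, and leaving out the 10 most abundant tags) gave any of the paper's 3 values.

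For CYP6BZ2 the log2 ratio of SG over S-lab larvae was −3.60 over the tags past its 3′ end and the paper's value is 2.6. With exact matches only, 23 copies in SG against 0 in S-lab gave a log2 ratio of 2.91 over a floor of 3 counts. Its lower 95% limit was 2.50, and it had no upper limit. That setting drops the tag with 1 mismatch that holds all 275 S-lab copies, so it cannot test the paper's value. The paper counted tags that map to genes, which were not used here. Under every other alternative the sign was opposite to that of the paper's value.

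The paper states that most P450 genes seen in a single stage belong to CYP4. Of 14 such genes here 6 belonged to CYP9, 3 to CYP4 and 3 to CYP6, with 13 of the 14 at 3 copies or fewer. Of the 53 genes that Table 3 lists for a single stage, 8 had a tag past the 3′ end in some library and 45 had none in SG. In SG 1 gene was seen in the stage of Table 3 alone, CYP6BY2 with 1 copy in eggs, 5 in that stage and others, and 2 in another stage alone, each with 1 copy. Of these 2, CpipJ_CPIJ018232 is in pupae in Table 3, but the paper's text and Additional file 1 have it in larvae, as does its tag, and CpipJ_CPIJ016341 is in larvae in Table 3 and had its copy in pupae. Those in other stages too were CYP4H30 with 50 copies in eggs, 78 in larvae, 16 in pupae and 28 in adults; the Delta GST CpipJ_CPIJ002674 with 56 in larvae, 10 in adults and 4 in eggs; CpipJ_CPIJ018231 with 20 in larvae and 6 in eggs; CpipJ_CPIJ009768 with 5 in eggs and 3 in larvae; and CYP325BG2P with 73 in adults and 1 in pupae. For these 5 genes the stage of Table 3 held the highest count.

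The paper gives 88 of the located genes no TPM above its value for absence in the SG stages; 18 of them had a tag past the 3′ end, 5 with over 3 copies in an SG library. It states that CpipJ_CPIJ016025 was not detected; tags past its 3′ end had 2 copies in SG larvae and 6 in S-lab larvae. It states that CpipJ_CPIJ007825 was seen in pupae and adults, as were its tags here. Of the 15 genes that Table 4 gives as higher in SG larvae, 3 had a tag past the 3′ end in a larval library and 1, CYP6BZ2, had over 3 copies there. Over the whole gene span the Epsilon GST CpipJ_CPIJ018629 was higher in SG larvae, as in Table 4, with 14 copies against 0. The paper states no difference between larvae for esterase A; on its strand it did not pass, and with both strands counted, an alternative set beforehand, it passed as higher in SG with 49 copies against 3, of which 48 and 3 were on the opposite strand.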

Other observations

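The tests on the ribosomal RNA primer and on the depth outside the supercontigs with the most copies were chosen only after the result was seen, and the tests of clean-tag depth and of sequencing errors were set beforehand.

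Each SG stage had tags that were listed in no other SG stage. Tags seen in a single SG stage numbered 23911 in eggs (49.1% of the stage's distinct tags), 13954 in larvae (38.2%), 14415 in pupae (36.0%) and 13127 in adults (37.4%), but those with at least 100 copies were 5 in eggs, 44 in larvae, 24 in pupae and 23 in adults. The most abundant were CATGTGCTTTGTAACAAAAAT in eggs (61.2 TPM, 95% CI 53.5 to 69.6), CATGTTTTTGGGTCCGATGCT in larvae (479 TPM, 457 to 502), CATGCATGGTTATGATAAAAC in pupae (786 TPM, 757 to 816) and CATGTATGTATAAAAAAAAAC in adults (490 TPM, 468 to 513). The larval tag had 0 copies in S-lab larvae, whereas CATGTGGGGATAAGACCGGAA, the next in larvae, had 1653 copies in SG and 2589 in S-lab. The tag CATGTCTATTTTTACAATCTA on supercontig 396 was not confined to a single stage, with 68869 copies in adults, 59536 in pupae, 2 in eggs and 1 in larvae of SG, and 67 in S-lab larvae.

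A tag within the span of the Sigma GST CpipJ_CPIJ006160, 202 bases before its annotated 3′ end on supercontig 109, held the most copies of all listed tags within or just past a detoxification gene on its strand. CATGCAGTTCAGTTCAAAGCA, with 1 mismatch to the genome, had 5340 TPM in SG adults, 725 in pupae, 207 in larvae and 18.6 in eggs, and 4 copies in S-lab larvae. The paper's TPM for this gene was lower in adults, at 56.0, and highest in larvae, at 81.3. Within the span of CYP9M10 (CpipJ_CPIJ014218), CATGGTGGTATCCGAAACCCT, also with 1 mismatch, had 59 copies in SG larvae and 0 in S-lab larvae, and within that of CYP6M14 (CpipJ_CPIJ016848) CATGTGTGCGTTTGGGATTGA, with 1 mismatch too, had 42 copies in S-lab larvae and 0 in each SG library.

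The 4 tags on supercontigs 816 and 1381 held 32.2% of the listed copies in SG eggs and 57.9% in SG larvae. In S-lab larvae they held 50.9%. In SG pupae and adults a tag on supercontig 396 was among the 4 most abundant. The joint share of the 4 tags on supercontigs 816 and 1381 was not taken in those stages. The reverse complement of CATGATCTGAGTTCAAACCGG matched 19 of the 21 bases of 16Sbr, a primer for the large ribosomal RNA gene of animal mitochondria, and tags at other positions matched at most 16. This tag may thus come from that RNA or from a nuclear copy of its gene, which were not told apart by this test. The match was with this tag only, so the origin of the rest of the 4 tags stays open. The primer sequence was taken from general knowledge and was not checked against the genome of Culex mitochondria. Copies of CATGTCTTTTTGAATTAAATT relative to CATGTTTTTGATAAACAGGTG on the opposite strand were 0.892 in SG eggs, 0.781 in SG larvae, 0.367 in SG pupae, 0.0875 in SG adults and 0.698 in S-lab larvae.

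Sequencing or PCR errors of abundant tags may account for part of the tags with few copies. Of the tags with 1 to 5 copies, 12.4% lay within 1 mismatch of a tag at least 100 times as abundant (exact 95% CI 12.2 to 12.5), against 0.00378% of the same tags with shuffled bases. The ratio of the highest to the lowest number of distinct tags was 1.39, and 1.38 after thinning to one total of clean tags. Differences in that total, which were at most 1.08-fold, are argued against as its cause. Outside supercontigs 816 and 1381 the copies differed up to 1.63-fold between libraries, and there the ratio was 1.40 before and 1.23 after thinning to one number of copies. The depth left by the abundant tags may thus account for part of the spread, and what accounts for the rest stays open.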
